# Transcriptome analysis of *Drosophila melanogaster* laboratory strains of different geographical origin after long‐term laboratory maintenance

**DOI:** 10.1002/ece3.6410

**Published:** 2020-06-08

**Authors:** Mikhail Zarubin, Alena Yakhnenko, Elena Kravchenko

**Keywords:** adaptation, complex traits, differentially expressed genes, *Drosophila*, gene expression, genetic variation, global warming, transcriptome

## Abstract

Positive selection may be the main factor of the between‐population divergence in gene expression. Expression profiles of two *Drosophila melanogaster* laboratory strains of different geographical origin and long‐term laboratory maintenance were analyzed using microchip arrays encompassing probes for 18,500 transcripts. The Russian strain D18 and the North American strain Canton‐S were compared. A set of 223 known or putative genes demonstrated significant changes in expression levels between these strains. Differentially expressed genes (DEG) were enriched in response to DDT (*p* = .0014), proteolysis (*p* = 2.285E−5), transmembrane transport (*p* = 1.03E−4), carbohydrate metabolic process (*p* = .0317), protein homotetramerization (*p* = .0444), and antibacterial humoral response (*p* = 425E−4). The expression in subset of genes from different categories was verified by qRT‐PCR. Analysis of transcript abundance between Canton‐S and D18 strains allowed to select several genes to estimate their participation in latitude adaptation. Expression of selected genes was analyzed in five *D. melanogaster* lines of different geographic origins by qRT‐PCR, and we found two candidate genes that may be associated with latitude adaptation in adult flies—*smp‐30* and *Cda9*. Quite possible that several alleles of these genes may be important for insect survival in the environments of global warming. It is interesting that the number of genes involved in local adaptation demonstrates expression level appropriate to their geographical origin even after decades of laboratory maintenance.

## 1 INTRODUCTION

Different strains of the same species can show a wide range of phenotypic variation concerning all aspects of their life cycle. The study of the basis of this diversity is important for understanding metabolic pathways, longevity, and adaptive evolution and contributes to the improvement of various parameters of human health and life. For example, a few researches using different strains of classic molecular genetics object *Drosophila melanogaster* and recent genome‐wide association studies demonstrated interesting results in genetics of different complex traits (Ayroles et al., 2009), longevity (Moskalev et al., 2019), energy metabolism and respiration (Montooth, Marden, & Clark, 2003), body weight and metabolic rate (Jumbo‐Lucioni et al., 2010)^,^ and energy stores (Klepsatel, Wildridge, & Gáliková, 2019). In addition, examinations of variation in transcript abundance between populations provided information about evolutionary processes such as migration, selection, mutation accumulation (Hsieh, Passador‐Gurgel, Stone, & Gibson, 2007), and parallel evolution (Zhao & Begun, 2017; Zhao, Wit, Svetec, & Begun, 2015).

According to some studies *D. melanogaster* expanded from sub‐Saharan Africa at the recession of the last ice age time from 12,000 till 19,000 years ago (David & Capy, 1988; Li & Stephan, 2006) assuming ten generations per year (Stephan & Li, 2007; Thornton & Andolfatto, 2006) with a subsequent colonization of North America has been occurring in the past 500 years (Stephan & Li, 2007). Most likely that there was a single “out‐of‐Africa” population bottleneck event (Henn, Cavalli‐Sforza, & Feldman, 2012)^,^ and the genome‐wide studies of *D. melanogaster* populations from Africa, North America, Europe, Asia, and the South Pacific confirmed these assumptions (Arguello, Laurent, Clark, & Gaut, 2019). In *D. melanogaster,* latitudinal clines were observed for a large number of traits, for instance, cell membrane plasticity (Cooper, Hammad, & Montooth, 2014), lifespan, lifetime fecundity, heat and cold resistance (Schmidt & Paaby, 2008), and ethanol tolerance (Cohan & Graf, 1985). It is also known that the frequency of certain alleles of genes increases (*Adh‐F*, *Aldh‐Phe*, *Tpi‐F*, *Pgd‐F*) (Berry & Kreitman, 1993; Fry, Donlon, & Saweikis, 2008; Oakeshott et al., 1982; Oakeshott, McKechnie, & Chambers, 1984) and decreases (*EstC^3^*, *Odh‐S*, *LapD^3^*) (Oakeshott, Gibson, Willcocks, & Chambers, 1983; Singh, Hickey, & David, 1982) with latitude. However, a significant part of alleles involved in latitude adaptation is not known.

Several *Drosophilidae* strains of different geographical origin were previously compared at the DNA or RNA levels (USA (Fabian et al., 2012), USA–Australia (Reinhardt, Kolaczkowski, Jones, Begun, & Kern, 2014), USA–Panama (Zhao et al., 2015), and Western European (the Netherlands)–African (Zimbabwe) (Hutter, Saminadin‐Peter, Stephan, & Parsch, 2008) populations), and these studies demonstrated interesting patterns of local adaptation through gene expression differentiation, including sex‐biased gene expression. For instance, local adaptation between African and European populations of *D. melanogaster* mainly manifested increased expression of the gene *Cyp6g1*, responsible for insecticide DDT protection for European populations, as well as genes involved in olfaction and the detection of chemical stimulus (Müller et al., 2011). However, there are data neither at the genomic nor transcriptomic levels obtained from Eastern European (Russia) strains of *D. melanogaster*.

One of the main parameters for adaptation is temperature. In addition, one of the most significant things linked with the problem of global warming (IPCC, 2014) is the extinction of insect species that cannot acclimate to temperature increase (Sánchez‐Bayo & Wyckhuys, 2019). Since insects play critical role in many ecosystems for maintaining biodiversity and stable existence of other species of living organisms, the study of insect adaptations to warmer environments becomes increasingly more important. Understanding of adaptation mechanisms at the genetic and metabolic levels allows predicting the extinction of some insect species during global warming and probably preventing it. Therefore, it seems important to compare Russian (Domodedovo 18) and USA (Canton‐S) *D. melanogaster* strains that lived in different environmental conditions (for instance the average annual temperature in the Canton (Ohio, USA) is about 5,5°C higher than in Domodedovo (Moscow region, Russia)), to obtain new information about transcript abundance between them in case if the long‐term laboratory maintenance keeps the differences between these two lines. D18 (Domodedovo 18) strain of *D. melanogaster* was collected in 1957 by N. P. Dubinin and colleagues from the natural environment in Russia, Moscow region, Domodedovo. The Canton‐Special (Canton‐S) strain was established by C. B. Bridges from wild type flies from Canton region (Ohio, USA) in 1920s, and it is probably one of the most widely used *D. melanogaster* lines. Therefore, the comparison of transcriptome profiles between the two laboratory lines will also allow planning experiments with taking into account the differences in their gene expression levels.

Both lines are highly inbred and under identical conditions any possible phenotypic and transcriptomic differences between them are caused by genetic backgrounds that were previously formed under influence of evolutionary factors and adaptations to dissimilar environment and to some extent during neutral evolution and random genetic drift. Additional moderate contributions can also be made by spontaneous mutations accumulated during maintenance with the point mutation rate 2.8 × 10^−9^ per site per generation and deletion mutation rate of 1.2 × 10^–9^ (Keightley, Ness, Halligan, & Haddrill, 2014).

As shown in recent studies of H. J. Maclean et al. (Maclean, Kristensen, Sørensen, & Overgaard, 2018), laboratory populations of *D. melanogaster* are not fundamentally different from field populations in basic physiological and ecological traits (in particular, in fecundity and developmental time, life span, moving activity level, standard metabolic rate, tolerance to desiccation, starvation, and heat tolerance) and laboratory‐maintained *D. melanogaster* strains can be used in ecological, physiological, and evolutionary comparative experiments. Similar data were obtained by Griffiths, Schiffer, and Hoffmann (2005) suggested that adaptation to laboratory conditions does not interfere with detection of geographical patterns in fact.

Moreover, the use of highly inbred laboratory lines allows to diminish the effects of genetic heterogeneity that observed in wild populations and amplify the impact of studied loci that exhibit different expression levels between strains (Wills, Phelps, & Ferguson, 1975).

Therefore, the whole transcriptome analysis of various *D. melanogaster* laboratory lines can provide new information about local adaptation processes and makes it possible to compare them with the few data obtained from natural populations.

Here, we report the microarray analyses on two laboratory *D. melanogaster* lines of different latitude origin to estimate number and functional affiliation of differentially expressed genes after decades of laboratory maintenance and try to find genes that could be important for adaptation to various environmental conditions and their expression levels can be used as molecular markers of low‐ and high‐latitude *D. melanogaster* populations.

## 2 MATERIALS AND METHODS

### 2.1 *D. melanogaster* stocks and maintenance

We used wild type strains of *D. melanogaster*: Canton‐S (obtained from Prof. Gvozdev V.A., Institute of Molecular Genetics of Russian Academy of Sciences), Oregon‐R (obtained from Dr. Kravchuk O.I., Koltzov Institute of Developmental Biology of Russian Academy of Sciences), D18, Ultuna, and GoS (obtained from Dr. Alexandrov I.D JINR). The strains were cultured on a standard cornmeal‐molasses medium with antibiotic and maintained at 25°C (at synchronized 12:12 hr Light:Dark, 60% humidity).

### 2.2 RNA extraction

Total RNA was extracted from fifteen 2–3 days adult flies of both sexes using TRIzol Reagent according to the manufacturer's protocol. The integrity of RNA was verified using a QIAxcel Advanced System (Qiagen). RNA extraction from Canton‐S and D18 flies was performed at the same time with a one week difference between repeats.

### 2.3 Microarray analysis

cRNA was prepared with GeneChip® 3’ IVT PLUS Reagent Kit (Applied Biosystems, Thermo Fisher Scientific Inc.) according to the manufacturer's protocol. The GeneChip Drosophila Genome 2.0 Arrays (Applied Biosystems, Thermo Fisher Scientific Inc.) were hybridized, stained, and washed according to the manufacturer's protocol and scanned with Affymetrix 3,000 7G scanner. The data set includes the scans of six GeneChip™ Drosophila Genome 2.0 Arrays (designed using Dmel Release 3.1), representing of Canton‐S or D18 lanes in three independent biological repeats. All data were submitted to NCBI GEO database, under accession number GSE146725.

CEL files obtained after scanning were analyzed using the Transcriptome Analysis Console software version 4.0.2 (reference Drosophila melanogaster genome release 3.1). Background correction and normalization were made by RMA algorithm using default parameters. A probe was selected to be differentially expressed if its *p*‐value was < .01 and its mean fold change value across three replicates was more than twofold. Gene ontology analysis for enrichment of biological processes was done by DAVID version 6.8 (data base of all annotated genes was used as a background list, enrichment cut off *p* < .1), up‐ and downregulated genes were analyzed separately. In addition, for searching GO terms for individual genes FlyBase was used.

### 2.4 DNA extraction and sequencing

Total DNA was isolated with standard phenol–chloroform‐based extraction, and PCR fragment of mtDNA was obtained with primers to cytochrome c oxidase subunit I COIF 5′‐CCAGCTGGAGGAGGAGATCC‐3′ and COIR1 5′‐GAGTTCCATGTAAAGTAGC‐3′ (Ilinsky, 2013). Sanger sequencing was performed using the BigDye Terminator v3.1 Cycle Sequencing kit (Applied Biosystems, Thermo Fisher Scientific Inc.) and SeqStudio Genetic Analyzer (Applied Biosystems, Thermo Fisher Scientific Inc.).

### 2.5 Quantitative RT‐PCR

mRNA was treated with dsDNase and converted into cDNA using QuantiTect Rev. Transcription Kit (Qiagen GmbH) and then used for qPCR with iTaq Universal SYBR Green Supermix (Bio‐Rad) on a CFX96 Touch Real‐Time PCR Detection System (Bio‐Rad). The data from three independent biological replicates were analyzed with the Bio‐Rad CFX manager 3.1 software, fold changes in mRNA expression profiles of target genes were evaluated using the 2^‐ΔΔCt^ method. Ras64B, GAPDH, and RpL32 were used as reference transcripts for normalization. The reference and target primers used for the analysis are listed in Table S1.

### 2.6 Climbing assay

In all assays, the day before the climbing tests groups of 5 males and 5 females (2 days old) was placed to new food vials. On the day of experiment, each group was sequential transferred in an empty 50 ml glass graduated cylinder marked at the 8 cm from the bottom with a black line. Flies tapped down to the cylinder bottom had 10 s to climb. The number of flies that passed the 8 cm black line in 10 s was recorded as a percentage of flies above the target line. Three biological replicates with 20 groups (200 flies) in each were run for D18 and Canton‐S strains in the same ambient light, temperature, and humidity.

### 2.7 Critical thermal minimum

Critical thermal minimum measurements were carried out as described in Andersen et al. (Andersen et al., 2015). Eight biological replicates with ten 3 days old flies (5 males and 5 females) were undertaken for D18 and Canton‐S lines.

## 3 RESULTS

### 3.1 Canton‐S and D18 have different mitotypes

Due to the large variability in *D. melanogaster* mitochondrial DNA (it may reach over 100 SNPs (Zhu, Ingelmo, & Rand, 2014)), Ilinsky (Ilinsky, 2013) offered to analyze two conservative substitutions in COI gene—C/T in positions 2,160 and 2,187 (NC_024511.2). The sequencing of 340 bp fragment of mitochondrial COI gene containing these nucleotides demonstrated the difference between Canton‐S and D18 strains: Canton‐S has mitotype CT and D18–TC.

### 3.2 *Differential gene expression in Canton‐S* versus*. D18*

223 (1.18%) genes were significantly differentially expressed (more than 2‐fold) between Canton‐S and D18 *D. melanogaster* strains. 

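Total RNA of whole adult flies was labelled with biotin and hybridized to GeneChip Drosophila Genome 2.0 arrays, 3 arrays for Canton-S and 3 for D18, each from its own biological repeat of 15 flies. The methods of the paper give flies of both sexes at an age of 2–3 days, and the sample labels give 3 days. The authors processed the scans with the RMA algorithm, which corrects the background, normalizes the arrays together and summarises each probe set as 1 value on a log2 scale. The deposited values ran from 0.98 to 14.07, and the medians of the arrays lay between 4.92 and 5.58. From these values, Canton-S was compared with D18 by a linear model in limma for 18769 probe sets, with the control probe sets of the array left out. A probe set was counted at the thresholds of the paper (an unadjusted p under 0.01 and more than 2-fold) and, separately, at an adjusted p under 0.05. A gene with several probe sets that name it alone was given by each of them, and in gene groups by the one with the highest mean.
Genes of the reproductive tissues differed strongly between arrays of the same strain. The median of 28 genes of the male accessory gland was 11.14 on Canton-S replicate 3 and 10.42 on D18 replicate 2, and between 2.42 and 2.61 on the other 4 arrays. For 28 testis genes the medians were 10.35 and 10.46 on that pair of arrays and under 3 on the others. In contrast, 19 genes of yolk and eggshell had medians of 3.81 and 3.58 on that pair and 11.14 to 12.48 on the others. For 15 ovary genes the medians were 3.35 and 3.44 against 9.09 to 9.95. For 8 Y-linked genes they were 4.19 and 4.24 on that pair and 1.58 to 1.72 on the others. These medians argue against pools of both sexes on each array, which the methods of the paper give. Across probe sets, which are not independent replicates, the correlation was 0.973 between these 2 arrays, 0.716 to 0.762 between them and the others, and 0.964 to 0.982 among the others. Each strain has 1 array of this kind, so the difference adds to the spread within both strains. The median residual SD of a probe set was 0.431 on the log2 scale and 0.225 with a block that sets these 2 arrays apart, a block added after the data were seen. The number of arrays limits the precision, and an exact two-sided permutation test of 3 arrays against 3 cannot go below p = 0.10.

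**Figure D1:**
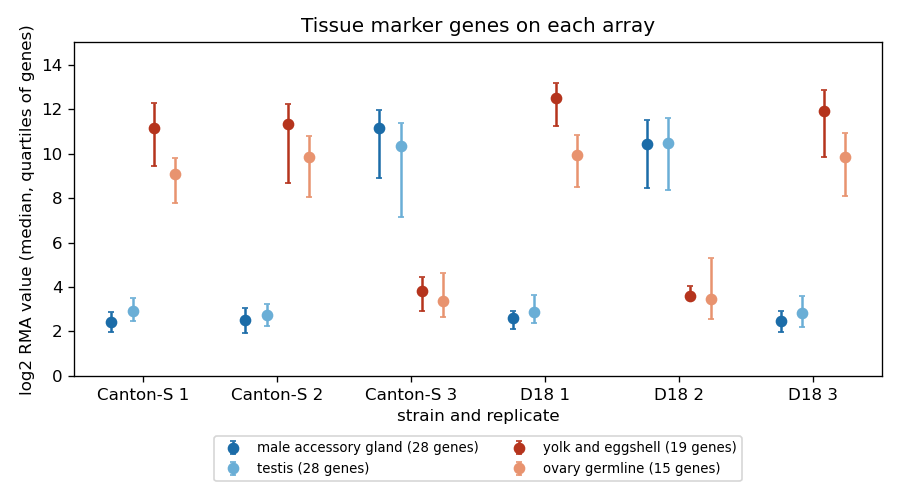
Log2 RMA values of tissue marker genes on each of the 6 arrays. Points are the medians of the genes of a list and bars run from the lower to the upper quartile; on Canton-S replicate 3 and D18 replicate 2 the male accessory gland genes have medians of 11.14 and 10.42, above the yolk and eggshell genes at 3.81 and 3.58.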

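By fold change fok, Elovl7 and CG33109 were among the probe sets that differed most between the strains. The gene fok (CG43690, chromosome 2L of the Release 6 assembly from 20079270 to 20085070) had a log2 value of 10.65 ± 0.38 (SD, n = 3 arrays) in Canton-S and 4.02 ± 0.58 (SD, n = 3) in D18, which is 99.4-fold higher in Canton-S (adjusted p = 0.028 from limma). A second probe set of fok was dim in both strains, at 2.69 ± 0.17 and 2.91 ± 0.30 (SD, n = 3), and differed 1.17-fold toward D18. Elovl7 (CG2781, chromosome 3R from 7981817 to 7995852), of the family of very long chain fatty acid elongases, was 81.5-fold higher in D18, at 9.09 ± 0.21 against 2.74 ± 0.25 (SD, n = 3; adjusted p = 0.00742 from limma). The paper, which calls it ELOVL, found the same level in both strains by qRT-PCR. Its array value rests on 1 probe set, and a strain variant under that probe set was not tested. CG33109 (chromosome 3R from 14220560 to 14221584) was 62.7-fold higher in D18 and CG13738 (chromosome 3L from 13973123 to 13973477) 20.6-fold higher in D18, with adjusted p of 0.0403 and 0.0152 from limma. In Elovl7 and CG33109 the Canton-S means of 2.74 and 3.19 lie near the lower quartile of the arrays, 2.96 to 3.09, so their fold changes depend on the lower bound of the signal. Together with mfrn and Syn2, higher in Canton-S, and the retrotransposon R2Dm, higher in D18, these made up the 7 probe sets at an adjusted p under 0.05, 3 of them higher in Canton-S and 4 higher in D18.
At the thresholds of the paper, 239 of 18769 probe sets (1.27%) passed, 203 of them (84.9%) higher in Canton-S and 36 (15.1%) higher in D18. Those that name 1 gene belong to 209 genes, 182 higher in Canton-S and 27 higher in D18. When the arrays were shifted to a common median, 121 probe sets passed and 72.7% of them were higher in Canton-S. The paper extracted the RNA of both strains at the same time in each repeat. With the replicate number, taken to mark the repeat, as a block 92 passed (71 higher in Canton-S and 21 in D18). With it 0 had an adjusted p under 0.05, with 373 at an unadjusted p under 0.05 in limma, so that none of the 7 kept its call. Canton-S replicate 3 and D18 replicate 2 carry different numbers, so this block pairs each of them with an array of the other kind. It cannot take up the difference between the kinds of array, and a call lost with it can reflect that difference. No probe set reached an adjusted p under 0.05 when any 1 array was left out, with 499 to 1286 probe sets at an unadjusted p under 0.05 in limma. With a block for Canton-S replicate 3 and D18 replicate 2, added after the data were seen, 447 passed the thresholds (366 and 81) and 95 reached an adjusted p under 0.05 (75 and 20), among them all 239 and all 7 probe sets above. Each strain holds 1 of those arrays, so this block leaves the fold changes as they were and changes only the spread. That all 239 were kept therefore adds little support. Without those 2 arrays 514 passed (418 and 96), 204 of them among the 239, and 58 reached an adjusted p under 0.05.
Of the 84 probe sets of named genes past the thresholds, 44 also passed in each of the 6 fits that left out 1 array, 38 passed in some of them and 2 in none.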

188 genes (84.3%) were upregulated and 35 genes (15.7%) were downregulated in Canton‐S versus. D18.

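By a set test with a preset correlation, but not with an estimated one, genes of digestion, transport and metal handling stood higher in Canton-S as groups and genes of cuticle proteins higher in D18. Of 27 digestive serine proteases, 3 (Ser6, Phae2 and Phae1) passed the thresholds of the paper, all of them higher in Canton-S, and Phae2 was 4.47-fold higher at 8.73 ± 0.24 against 6.56 ± 0.58 (SD, n = 3). Of 36 genes of iron and zinc handling, 5 passed, all higher in Canton-S: mfrn, Zip102B, Zip71B, ZnT41F and the metallothionein MtnC, which was 10.4-fold higher at 10.33 ± 0.39 against 6.94 ± 0.14 (SD, n = 3). Of 11 organic anion and ABC transporters, 3 (Mdr50, Oatp33Eb and Oatp58Da) passed, with Mdr50 2.10-fold higher in Canton-S. Of 9 genes of immune recognition, PGRP-SC2, a peptidoglycan recognition protein, was 6.58-fold higher in Canton-S and GNBP3 2.33-fold. At an adjusted p under 0.05 from limma over all probe sets, mfrn alone was called in these 4 lists. Adjusted over the list alone, the counts were 3 serine proteases, 4 genes of iron and zinc handling, 5 transporters and 2 of immune recognition. Phae1, Zip71B, ZnT41F, Mdr50, Oatp33Eb, Oatp58Da and GNBP3 did not pass the thresholds with the replicate block.
The set test camera of limma, with its preset correlation of 0.01, compared each list with all other genes. All 4 lists were higher in Canton-S, with an adjusted p of 3.8e-08 for the serine proteases, 5.1e-07 for iron and zinc handling, 1.4e-06 for the transporters and 0.0034 for immune recognition. With an estimated correlation these were an adjusted p = 0.35, 0.32, 0.33 and 0.33. Of 103 cuticle proteins, 89 stood lower in Canton-S than in D18 with a median log2 difference of -0.35 (adjusted p = 4.3e-09 from camera, adjusted p = 0.41 with an estimated correlation). Cpr23B passed the thresholds toward D18 and Cpr65Au toward Canton-S, while Cpr64Ad was 2.88-fold higher in D18 at an unadjusted p of 0.018. Of 165 chemoreceptors the set test was toward D18 (adjusted p = 0.0017 from camera, adjusted p = 0.94 with an estimated correlation). Their median log2 difference was only -0.08, against -0.05 for all probe sets, and -0.01 with quantile normalization. The pair past the thresholds, Ir76a and Gr98a, was higher in Canton-S. Cpr23B, Cpr65Au and Gr98a did not pass with the replicate block.
Of 35 UDP-glycosyltransferases 3 passed, all higher in Canton-S and none of them with the replicate block (adjusted p = 0.046 from camera, adjusted p = 0.052 with the replicate block, adjusted p = 0.38 with an estimated correlation). None of 15 genes of carbohydrate digestion passed (adjusted p = 0.039 from camera toward Canton-S, adjusted p = 0.88 with an estimated correlation), and the maltase Mal-A8 was 8.43-fold higher in Canton-S at an unadjusted p of 0.03, with a log2 difference of 2.17 to 4.18 when 1 array was left out. None of 10 circadian genes passed (adjusted p = 0.046 toward Canton-S, adjusted p = 0.38 with an estimated correlation), with tim 1.99-fold and cry 1.62-fold higher in Canton-S. The lists were written before the data were examined but after the paper was read, and several hold genes that the study selected on these samples, so those members are not independent evidence of a direction. Shifting the arrays to a common median moved the median difference of all probe sets from -0.05 to -0.22, and the medians of the lists named here kept their sign. Of the 11 lists that passed the set test with the preset correlation, 7 kept their call with quantile normalization and 4 did not. Without Canton-S replicate 3 and D18 replicate 2, added after the data were seen, the medians of tissue markers were -1.19 for yolk and eggshell, -0.48 for ovary, 0.78 for muscle, 0.59 for neuron and 0.49 for photoreceptor genes. The directions of the lists are therefore not separated from a difference in the share of tissues between the samples.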

The differentially expressed genes are associated with a number of functions and pathways including oxidation–reduction process, mitochondrial electron transport, metal ion transport, ion homeostasis, locomotion, cellular response to reactive oxygen species, negative regulation of gene expression, proteolysis, lipid metabolic process, cold acclimation, transmission of nerve impulse, chitin biosynthesis, and others (Table S2). We used DAVID analysis (version 6.8) for all differentially expressed genes to identify significantly enriched functional categories (Table 1).

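Proteases and membrane transporters made up most of the genes that the paper places in enriched processes. Of the 18 genes of proteolysis, 16 passed the thresholds in at least 1 probe set, all higher in Canton-S: Ser6, Phae1, Phae2, Ance, CG30090, CG11841, CG11912, CG16749, CG18417, CG32369, CG3739, CG3775, CG42370, CG4653, CG6041 and CG6337. Among them CG3739 was 8.46-fold, CG11912 5.62-fold and CG6337 3.99-fold higher in Canton-S, and the last had log2 values of 8.44 ± 0.20 against 6.44 ± 0.22 (SD, n = 3). The trypsin-like proteases Jon74E and CG17475 differed 1.92-fold and 1.90-fold at unadjusted p of 0.0036 and 0.0057. CG6041 and Phae1, at 2.61-fold and 2.29-fold, passed in none of the fits that left out 1 array, and without D18 replicate 3 CG3739 was 5.4-fold higher. Phae1, Ance, CG11841, CG11912, CG16749, CG18417, CG3739, CG3775, CG4653 and CG6041 did not pass with the replicate block.
Of the 12 genes of transmembrane transport, 10 passed, all higher in Canton-S: mfrn, Zip102B, Zip71B, Mdr50, CG15553, CG17751, CG32053, CG32054, CG42235 and CG5002. CG17751 was 6.72-fold, CG5002 3.35-fold and CG15553 3.22-fold higher, and CG14857 and CG6125 differed 1.98-fold and 1.96-fold. Of the genes of carbohydrate metabolism, Cda9, GNBP3, CG16965 and the chitinase Cht8 were measured by probe sets of their own and all 4 passed. CG16965 was 5.28-fold higher in Canton-S and Cht8 3.04-fold, at 9.21 ± 0.28 against 7.60 ± 0.54 (SD, n = 3). The neighbouring genes CG16985 and CG16986 of protein homotetramerization were 3.00-fold and 3.28-fold higher in Canton-S. Zip71B, Mdr50, CG15553, CG17751, CG32053, CG32054, CG42235, GNBP3, Cht8, CG16985 and CG16986 did not pass with the replicate block. No probe set names BaraA1 (CG33470), BaraA2 (IMPPP), PGRP-LC or Gba1b (CG31414) alone, and no value is given for these genes.
Only mfrn was at an adjusted p under 0.05 from limma over all probe sets. Adjusted over the list alone, 17 genes of proteolysis and 12 of transmembrane transport passed, but the study chose these genes on the same samples, so this is not independent evidence. Functional enrichment by gene ontology was not analysed here.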

**TABLE 1:** Biological processes overrepresented among Canton‐S upregulated (red) and downregulated (blue) genes

Gene Ontology (GO) biological process	*p*‐Value
GO:0,006,508 ~ proteolysis (*Ance, CG11841, CG11912, CG16749, CG17475, CG18417, CG30090, CG32369, CG3739, CG3775, CG42370, CG4653,CG6041, CG6337, Jon74E, Phae1, Phae2, Ser6*)	2.2854146441050436E−5
GO:0,055,085 ~ transmembrane transport (*CG14857, CG15553, CG17751, CG32053, CG32054, CG42235, CG5002, CG6125, Mdr50, Zip102B, Zip71B, mfrn*)	1.0317887452110587E−4
GO:0,005,975 ~ carbohydrate metabolic process (*CG16965, CG31414, Cht8, Cda9, GNBP3*)	.03174294986246115
GO:0,051,289 ~ protein homotetramerization (*CG16985, CG16986*)	.04435597930146445
GO:0,019,731 ~ antibacterial humoral response (*CG33470, IMPPP, PGRP‐LC*)	9.424847441977699E−4
GO:0,046,680 ~ response to DDT (*Cyp12d1‐p, Cyp12d1‐d, Cyp6a14*)	.0013996376177856254
GO:0,045,087 ~ innate immune response (*CG33470, IMPPP, PGRP‐LC*)	.01809381424769528
GO:0,017,085 ~ response to insecticide (*Cyp12d1‐p, Cyp12d1‐d*)	.02766496492413906
GO:0,055,114 ~ oxidation–reduction process (*Cyp12d1‐p, Cyp12d1‐d, Cyp12c1, Cyp6a14*)	.04742516355840346

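Transporters of neurotransmitter type, detoxification enzymes, oxidoreductases and a receptor were among the genes higher in Canton-S. The adjacent genes CG33296 and CG13793 (chromosome 2L of the Release 6 assembly, 7713998 to 7716645 and 7716974 to 7719487) were 3.61-fold and 6.66-fold higher in Canton-S. For CG13793 the log2 values were 6.45 ± 0.92 in Canton-S and 3.71 ± 0.31 in D18 (SD, n = 3). The glycosyltransferase CG5724 (Ugt37A2) was 7.21-fold, CG32984 7.51-fold and CG6429 7.36-fold higher in Canton-S, and Ugt86Dh (Ugt303A1) and CG10170 (Ugt303B3) 2.64-fold and 2.67-fold. Of the organic anion transporters, Oatp33Eb was 2.01-fold and Oatp58Da 2.06-fold higher in Canton-S, close to the 2-fold threshold. Without Canton-S replicate 1 CG5724 was 12.8-fold higher in Canton-S, and its D18 mean of 2.77 is near the lower bound of the signal. The D18 mean of CG32984, 3.19, is near the lower quartile of the arrays, so its fold depends on that bound as well. CG5724, Ugt86Dh, CG10170, Oatp33Eb and Oatp58Da did not pass the thresholds with the replicate block.
All 9 oxidation–reduction genes with a probe set of their own passed the thresholds toward Canton-S: the cytochromes P450 Cyp6d4, Cyp4ac1, Cyp4p2, Cyp28a5 and Cyp9b2, and CG31674, P5cr-2, dj-1β and the peroxiredoxin Prx2540-2 (Prx6c). Prx2540-2 was 7.07-fold higher at 9.39 ± 0.78 against 6.57 ± 1.06 (SD, n = 3), and 10.7-fold higher without D18 replicate 2, while a probe set shared by Prx6c with Prx6b and CG12896 differed 1.28-fold. CG31674 was 3.77-fold and P5cr-2 2.55-fold higher in Canton-S. The ionotropic receptor Ir76a was 5.53-fold higher in Canton-S, at 5.98 ± 0.36 against 3.52 ± 0.48 (SD, n = 3). Of the 4 probe sets of axo, 1 passed at 2.03-fold and the others were 1.37-fold to 1.96-fold higher in Canton-S. Cyp4ac1, Cyp28a5, Cyp9b2, P5cr-2, Prx2540-2 and axo did not pass with the replicate block. None of the genes given here with a fold change reached an adjusted p under 0.05 from limma over all probe sets. Adjusted over the list alone, 9 oxidation–reduction genes passed, which is not independent evidence because the study chose them on these samples.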

Besides this among the Canton‐S, differentially expressed genes were upregulated genes from dopamine uptake involved in synaptic transmission (*CG13793, CG33296*), metabolic process (*CG10170, CG32984, Ugt86Dh, CG5724, and CG6429*), sodium‐independent organic anion transport (*Oatp33Eb, Oatp58Da*), cold acclimation (*Hsp26, smp‐30*), oxidation–reduction process (*Cyp6d4, Cyp4ac1, Cyp4p2, CG31674, Cyp28a5, Cyp9b2, Hmgcr, Prx2540‐2, P5cr‐2, and dj‐1β*), transmission of nerve impulse (*Ir76a and axo*), electron transport chain (*RFeSP*), locomotion, and regulation of synaptic growth at neuromuscular junction (*Syn2*). In addition, there are two differentially expressed transcription factors *SmydA‐9* (CG12119) and *sbb* which can potentially regulate the observed alterations in expression between Canton‐S and D18 genes.

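SmydA-9 was higher in Canton-S, and sbb gave different results with its 3 probe sets. SmydA-9 (chromosome X of the Release 6 assembly, 9206126 to 9210887) had a log2 value of 7.38 ± 0.35 in Canton-S and 4.98 ± 0.20 in D18 (SD, n = 3), a 5.30-fold difference with an adjusted p = 0.104 from limma. One probe set of sbb was 7.01-fold higher in D18, at 4.41 ± 0.25 in Canton-S and 7.22 ± 0.30 in D18 (SD, n = 3), with an adjusted p = 0.0527 from limma. The brightest probe set of sbb, at 8.61 ± 0.25 and 8.26 ± 0.37 (SD, n = 3), differed 1.28-fold toward Canton-S, and the dimmest differed 1.01-fold. SmydA-9 and the first of these sbb probe sets passed the thresholds of the paper in each of the 6 fits that left out 1 array. The paper also measured sbb by qRT-PCR, and by its account only ELOVL differed between qRT-PCR and arrays.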

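Of 4 probe sets for transposable elements, those for 1731 and springer were higher in Canton-S and those for R2Dm and tirant higher in D18. The probe set for 1731, a retrotransposon with long terminal repeats, had log2 values of 9.41 ± 1.15 in Canton-S and 4.25 ± 1.39 in D18 (SD, n = 3), a 35.8-fold difference with an adjusted p = 0.359 from limma. It was 22.6-fold without D18 replicate 1, 23.1-fold without Canton-S replicate 3 and 59.3-fold without D18 replicate 2. The probe set for springer was 7.03-fold higher in Canton-S, at 9.07 ± 0.16 against 6.25 ± 0.51 (SD, n = 3; adjusted p = 0.108 from limma). For R2Dm, an element that inserts in ribosomal DNA, the values were 5.80 ± 0.21 in Canton-S and 10.13 ± 0.43 in D18 (SD, n = 3), which is 20.1-fold higher in D18 with an adjusted p = 0.0403 from limma, a call lost with the replicate block. The probe set for tirant was 15.2-fold higher in D18, at 3.11 ± 0.37 against 7.04 ± 0.39 (SD, n = 3; adjusted p = 0.0502 from limma), and as its Canton-S mean lies near the lower quartile of the arrays, this fold depends on the lower bound of the signal. All 4 passed the thresholds of the paper, with and without each single array. The probe sets are assigned to the elements as the paper names them.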

Several retrotransposons were significantly differentially expressed too: Retrotransposons *1731* (1625050_s_at) and *springer* (1624543_s_at) were upregulated in Canton‐S strain (fold change 33.93 and 8.73, respectively) whereas retrotransposable element *R2Dm* (1630934_at) and endogenous retroviruses *tirant* (1640955_s_at) demonstrated increased expression level in D18 strain (fold change 1,574 and 1,385, respectively).

### 3.3 Verification of microarray results using quantitative RT‐PCR

To verify the differentially expressed genes between Canton‐S and D18 strains, we randomly selected twelve genes from different biological processes and six genes that may be involved in adaptation (description in Section 3.4) and compared expression levels for these genes using qRT‐PCR. Analysis of differences in gene expression obtained by quantitative RT‐PCR in compare with microarray results is shown in Figure 1.

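On the arrays, 13 of the 17 genes compared here were higher in Canton-S in the probe set past the thresholds, and Elovl7 (ELOVL), sbb, Dh31-R and spartin were higher in D18. The antioxidant gene dj-1β was 8.82-fold higher in Canton-S, with log2 values of 8.47 ± 0.41 against 5.33 ± 0.32 (SD, n = 3), and CG32024 3.32-fold, at 8.34 ± 0.06 against 6.60 ± 0.67 (SD, n = 3). CG42397 was 3.52-fold higher in Canton-S, at 10.15 ± 0.26 against 8.33 ± 0.44 (SD, n = 3), and the chitinase Cht8 was also higher in Canton-S. The paper's figure places both of these genes higher in D18. Its text names ELOVL, at the same level in both strains by qRT-PCR, as the only exception between qRT-PCR and arrays. The gene spartin was 4.76-fold higher in D18, at 6.88 ± 0.12 against 4.62 ± 0.39 (SD, n = 3). For Dh31-R, which encodes the receptor of the diuretic hormone 31, a dim probe set was 6.00-fold higher in D18, while the brighter one was 1.94-fold higher in Canton-S at an unadjusted p of 0.084. In each of the 17 genes no array of one strain overlapped those of the other in the probe set plotted. This held for all 239 probe sets past the thresholds, so it follows from the choice of probe set and adds no support. Of all probe sets tested, 8.0% did not overlap. Elovl7, mfrn and Syn2 were at an adjusted p under 0.05 from limma, a call that all 3 lost with the replicate block, where CG32024, CG42397 and Cht8 did not pass the thresholds. The reference genes differed 1.07-fold (Ras64B), 1.08-fold (Gapdh1) and 1.12-fold (RpL32) at unadjusted p of 0.68, 0.76 and 0.50. No probe set could be assigned to the gene the paper calls mucin.

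**Figure D2:**
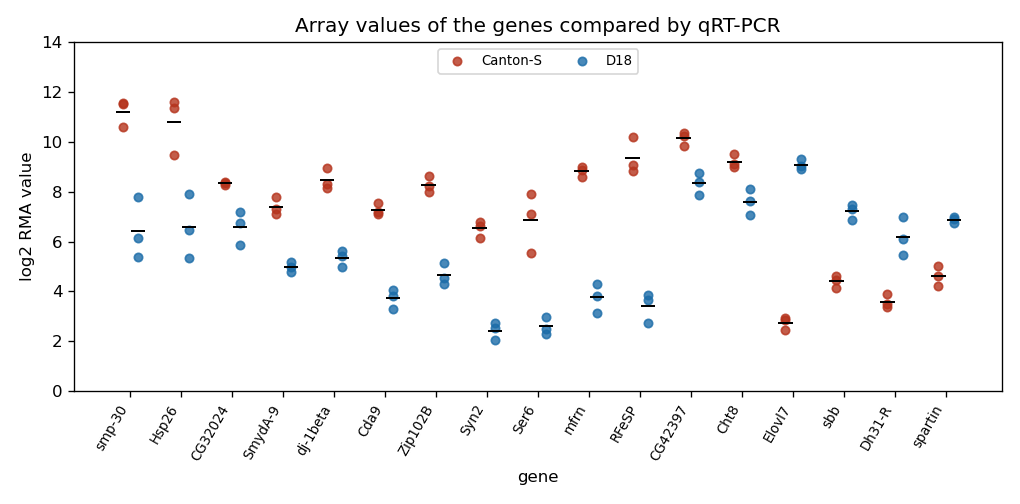
Log2 RMA values on the arrays of the 17 genes compared by qRT-PCR, for the probe set past the thresholds. Each point is 1 array (3 per strain) and black lines are strain means; in Elovl7, sbb, Dh31-R and spartin all D18 arrays lie above all Canton-S arrays, and in the other 13 genes the reverse.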

**FIGURE 1:**
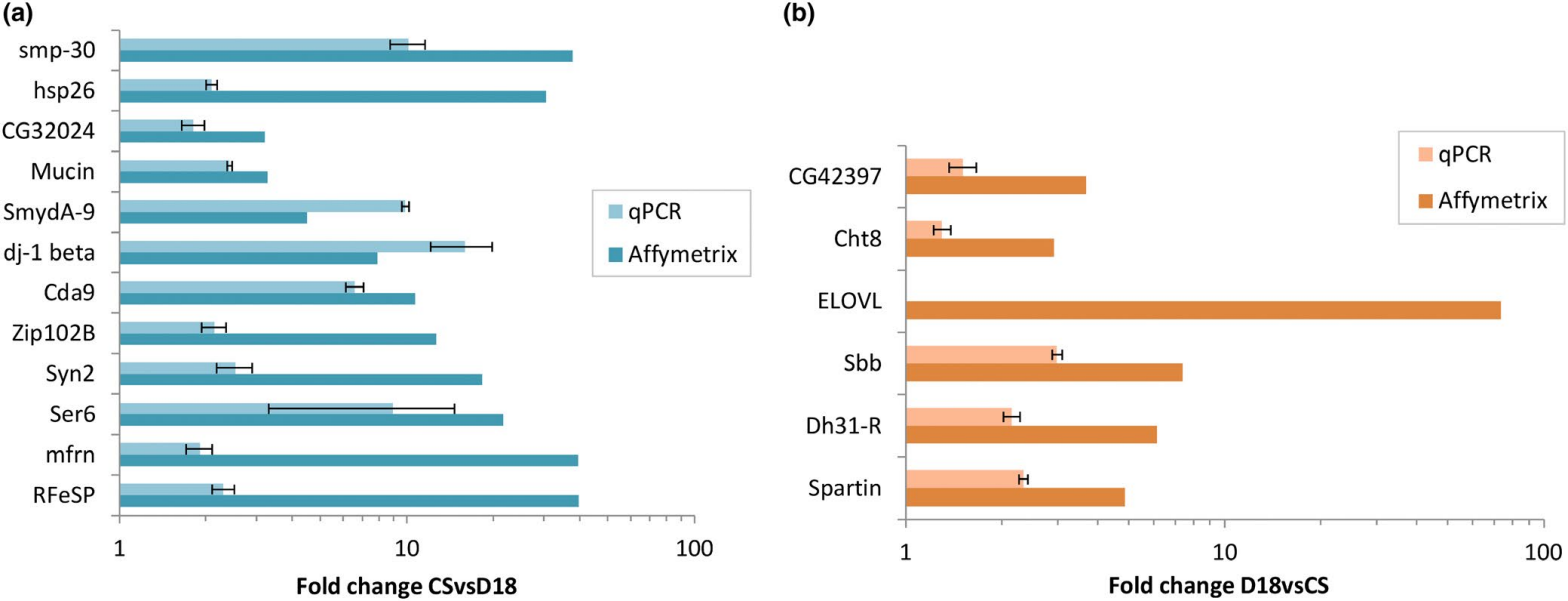
Comparison of the relative expression difference between D18 and Canton‐S *Drosophila melanogaster* laboratory strains obtained by microarray and qRT‐PCR. (a) upregulated genes in Canton‐S strain. (b) upregulated genes in D18 strain. Fold change is shown on a log scale with base 10; *t* test, *p* < .01 for all comparisons except Cht8 (*p* < .05)

The results obtained by quantitative RT‐PCR agree with the results obtained by microarrays except *ELOVL* gene—by qRT‐PCR analysis it demonstrated the same level of expression in both lines.

### 3.4 Latitudinal clines of smp‐30 and Cda9 gene expression

We measured level of gene expression using qRT‐PCR for several genes that may be candidates for latitude adaptation for five laboratory *D. melanogaster* lines of different latitude origin: Canton‐S (40°18’N), Oregon (43°13’N), Golden Sands (52°N), D18 (55°26’N), and Ultuna (59°49’N) and compared the fit of regression lines generated between latitude and the expression level for several candidate genes. Six genes were chosen for analyses: *hsp26* involved in response to brief exposure to low temperatures (Qin, Neal, Robertson, Westwood, & Walker, 2005); *smp‐30,* previously it was shown that *smp‐30* demonstrates clinal expression pattern across eastern Australia between 15 and 45°S and involved in cold acclimation (Clowers, Lyman, MacKay, & Morgan, 2010; Lee et al., 2011); *mucin,* mucin protein takes part in several important processes related to adaptation to different environments (protection of epithelium from drying out, pathogens, toxic substances, etc.) (Syed, Härd, Uv, & van Dijk‐Härd, 2008); *ser6*, coding serine protease, it is one of the top differentially expressed genes and may be involved in protein degradation process dependent on geographic variations in insect diet; *Cda9* required for morphogenesis of tracheal network (Luschnig, Bätz, Armbruster, & Krasnow, 2006) which is important for thermoregulation and may be for local adaptation; *syn2* involved in locomotion processes and in regulation of synaptic morphology (Nagai, Hashimoto, & Yamaguchi, 2010) that determine some parameters of adaptive behavior.

*Ser6, syn2, mucin,* and *hsp26* did not demonstrate latitude dependence of the levels on their expression (data not shown), but a downward trend was observed for *smp‐30* and *Cda9* gene expression (Figure 2).

**FIGURE 2:**
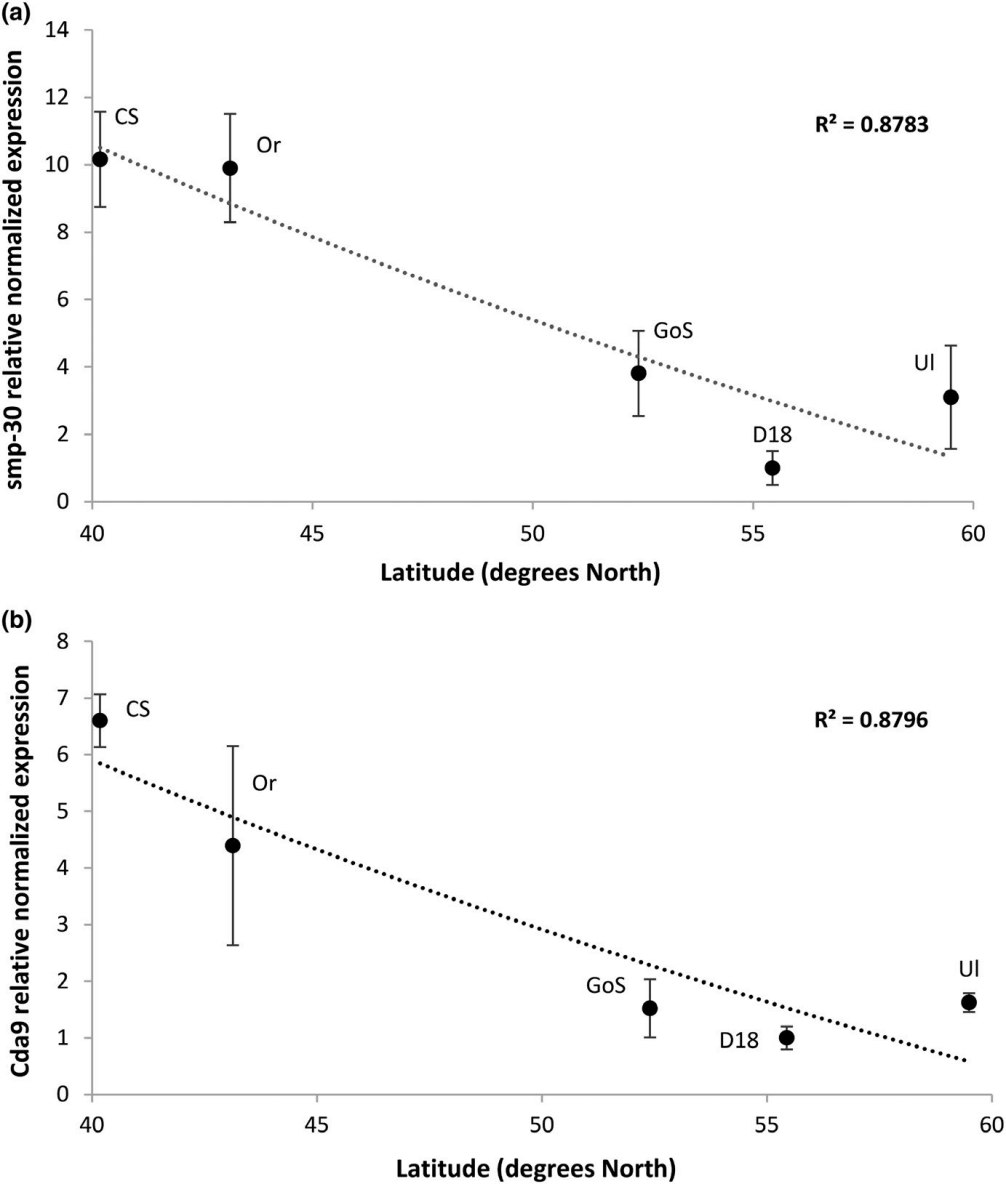
Comparison of the relative expression difference of smp‐30 (a) and Cda9 (b) genes between *Drosophila melanogaster laboratory* strains. CS—Canton‐S, Or—Oregon, GoS—Golden Sands, D18—Domodedovo 18, Ul—Ultuna. D18 expression level was taken as a control sample. The significant linear regression lines are shown

### 3.5 Climbing ability differs between D18 and Canton‐S strains

The results of climbing assays demonstrated strain‐specific climbing ability: 26.9% of D18 flies passed the 8 cm line during 10 s whereas for Canton‐S flies this value was 37.6% (Figure 3). Thus, D18 strain has reduced climbing ability compared with Canton‐S strain.

**FIGURE 3:**
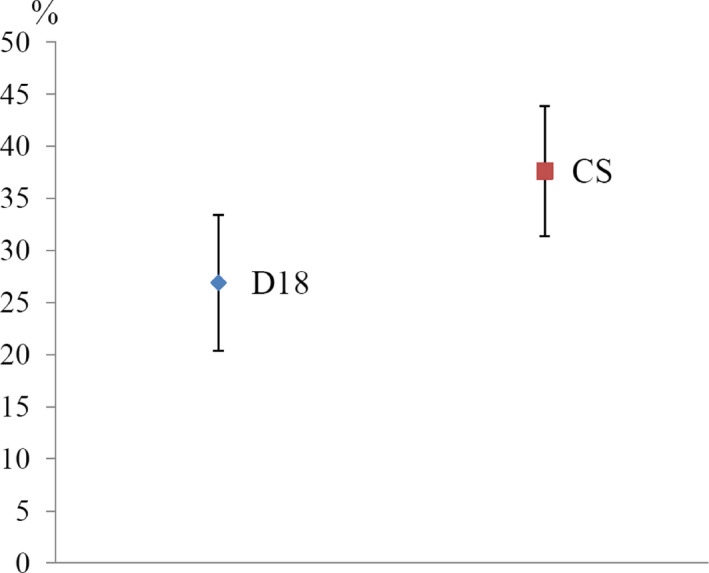
Results of climbing assays. Dat points represent the mean ± standard error of mean (*SEM*) of the percentage of D18 and Canton‐S flies able to climb above 8 cm during 10 s (*t*‐test, *p* < .05)

### 3.6 D18 strain has lower critical thermal minimum (CTmin) than Canton‐S strain

Several phenotypic traits can been used to estimate *D. melanogaster* cold tolerance: critical thermal minimum (CTmin), lower lethal temperature (LTe50), chill coma recovery time (CCRT), and others (Sinclair, Coello Alvarado, & Ferguson, 2015). Here, we measured CTmin (the temperature when flies lose ability to move) that correlated to other parameters of cold tolerance in Drosophila (Andersen et al., 2015). D18 flies demonstrated complete absence of response to stimulation with light and tapping on an average at 5.5°C and Canton‐S flies—at 5.525°C (Figure 4). Thus, we can conclude that by comparison CTmin of D18 and Canton‐S strains CTmin of D18 flies turned out ~0.5°C lower.

**FIGURE 4:**
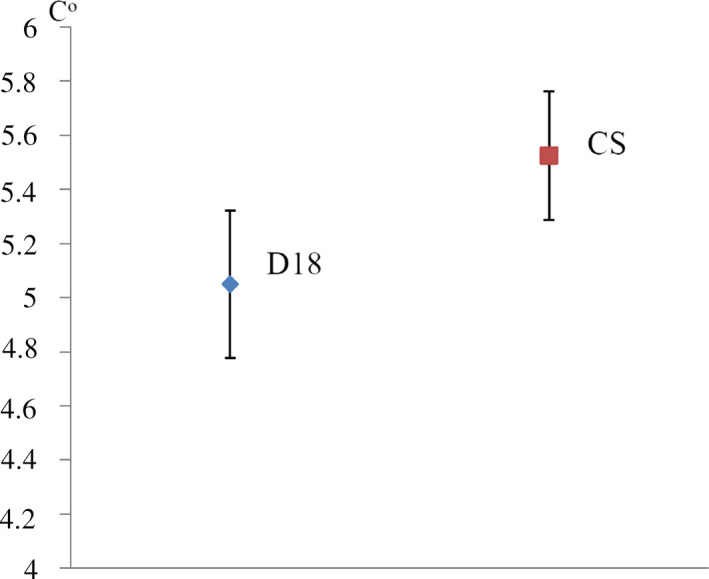
CTmin estimation results. Data points represent the mean of CTmin ± standard error of mean (*SEM*) (*t* test, *p* < .01)

## 4 DISCUSSION

In addition to the well‐studied genome, the Canton‐S strain is characterized by a number of phenotypic features (for instance rapid phototaxis (Benzer, 1967) and fast weight gain at young age (Qiu, Xiao, & Meldrum Robertson, 2017)) that makes interesting to compare it with other *D. melanogaster* lines to study the basis of phenotypic diversity between populations with different latitude origin. It is important to note that studies of the adaptive responses to rapid cold stress/heat shock/ desiccation stress and other types of stress reflect only one side of the acclimatization of organisms to various environments, while adaptive processes that occur constantly during long‐term (possibly throughout life) exposure of organisms to different latitude conditions are also necessary for survival and require study. For instance, detailed review was performed by Teets and Denlinger for insect cold acclimation (Teets & Denlinger, 2013) where they substantiated the hypothesis that rapid cold‐hardening and long‐term cold acclimation may be based on different physiological processes and MacMillan et al. gave experimental support for this idea in their study of *D. melanogaster* transcriptome and metabolome during cold acclimation (MacMillan et al., 2016). Here, we investigate the expression variations in the absence of any stress conditions between two wild type strains of *D. melanogaster* of different geographical origin—Canton‐S (low latitude USA population 40° 18′18″ N) and D18 (high latitude Russian population 55°26′24″ N)—and discuss the candidate genes for long‐term latitude adaptation that belong to constantly expressed group.

Sequencing of mtDNA fragment revealed that Canton‐S and D18 strains have different mitotypes, it confirms that they have different origins, and sometimes mitotype can influence some phenotypic traits including energy metabolism and longevity (Towarnicki & Ballard, 2018).

In addition, we observed some phenotypic diversity between D18 and Canton‐S strains: namely differences in pigmentation of female abdominal cuticular structures, critical thermal minimum (CTmin), and climbing ability.

Cold temperature is the environmental parameter that greatly determines the insect ability to adapt to certain geographic conditions. Temperature gradients existing during the day and during the year imply the presence of special mechanisms to maintain homeostasis in small ectotherms and to provide a suitable performance of physiological and metabolic processes. As shown before pigmentation of abdominal segments in *D. melanogaster,* females depend on temperature and are involved in thermoregulation (Gibert, Moreteau, & David, 2000). Canton‐S females do not have pronounced pigmentation in abdominal tergite A7 whereas D18 females have a dark‐colored A7 in agreement with Bogert's rule. Also, D18 strain demonstrated CTmin approximately 0.5°C lower that Canton‐S strain that apparently reflects adaptation to temperature conditions considering that the average annual temperature in Domodedovo (Moscow region) is 4.9°C and in Canton (Ohio) is 9.7°C (data from en.climate‐data.org).

It is also known that locomotor behavior is very important for life activity and adaptation processes but the genetic architecture of this complex trait is largely uncharacterized. Thus, analyses of individual components of motor activity such as climbing ability between different *D. melanogaster* strains followed by transcriptome analysis make possible to describe some part of genetic basis of this complex behavior. Climbing assay is widely used to examinate motor function in *D. melanogaster* (Bartholomew, Burdett, Vandenbrooks, Quinlan, & Call, 2015) including studies of Parkinson's disease (Feany & Bender, 2000). Our results of climbing assay for D18 and Canton‐S strains showed difference in their climbing ability—the number of D18 flies able to climb 8 cm in 10 s was approximately 10% less than this number for Canton‐S flies (*t*‐test, *p* < .05). The observed difference can be due for many reasons, including variations in energy metabolism, functioning of muscle, central nervous system, and peripheral neuron between D18 and Canton‐S strains; however, the transcriptome analysis described below suggests candidate genes that may cause this effect.

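Of 18769 probe sets, 18008 (95.95%) differed by less than 2-fold between the strain means of Canton-S and D18. This share, taken as expression shared by most genes, depends on each strain holding 1 of the 2 arrays that stand apart, and was 86.48% without Canton-S replicate 3, 82.56% without D18 replicate 2 and 73.99% without replicate number 2, but 94.59% without both of those arrays, an alternative added after the data were seen. Of 34 ribosomal protein genes 30 stood higher in Canton-S, with a median log2 difference of 0.11 that became -0.06 when the arrays were shifted to a common median (adjusted p = 0.37 from the set test camera of limma), and the reference genes Ras64B, Gapdh1 and RpL32 did not pass the thresholds. Across probe sets, which are not independent replicates, the correlation of the strain means was 0.984. At an unadjusted p under 0.05, 789 probe sets differed in limma.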

Analysis of microarrays data indicated that the expression levels for the most genes between Canton‐S and D18 strains demonstrated similar values. At *p* **‐**value < 0.01 and mean fold change value across three replicates, more than twofold 1.18% of genes were significantly differentially expressed. It is lower than between low‐ and high‐latitude populations of *D. melanogaster* from wild environments where this parameter reached 5.4% at 21°C (Zhao et al., 2015) and approximately 3% at 22°C (Hutter et al., 2008). Highly likely, reduced number of differently expressed genes is connected with decreased genetic heterogeneity in laboratory wild type lines. However, the genes with different level of expression between Canton‐S and D18 strains belong to important metabolic pathways, for instance energy metabolism and carbohydrate metabolic process.

The differentially expressed genes are associated with a number of functions and pathways including oxidation–reduction process, mitochondrial electron transport, metal ion transport, ion homeostasis, locomotion, cellular response to reactive oxygen species, negative regulation of gene expression, proteolysis, lipid metabolic process, and chitin biosynthesis. Our data are highly comparable with functional analysis of genes expressed differentially between African and European populations of *D. melanogaster* where GO overrepresented categories were fatty acid metabolic process, oxidoreductase activity, carbohydrate metabolic process, actin cytoskeleton, and actin filament (Hutter et al., 2008). Several functional groups containing differentially expressed genes may be good candidates for local adaptation, for instance chitin biosynthesis, oxidation–reduction processes, transmembrane transport, etc. It should be noted that the second in the list of GO biological processes overrepresented among Canton‐S upregulated genes is transmembrane transport that may reflect the adjustment of water and salt balance (osmoregulation) in different geographical environments and maintenance of ion homeostasis for life activity according to needs of analyzed *D. melanogaster* strains.

Some of downregulated in D18 genes code proteins with iron transporter activity (*mfrn*, *Zip102B* and probably *CG32369*) or proteins containing iron in active center for oxidoreductase activity (*RFeSP* and *Cyp4p2*). 

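The iron and zinc genes named by the paper were higher in Canton-S, and RFeSP gave different results with its 2 probe sets. The mitochondrial iron importer mfrn (chromosome 3R of the Release 6 assembly, 27942796 to 27948021) had log2 values of 8.82 ± 0.21 in Canton-S and 3.75 ± 0.59 in D18 (SD, n = 3), a 33.5-fold difference with an adjusted p = 0.0403 from limma, a call lost with the replicate block. Zip102B, a zinc and iron transporter gene (chromosome 4, 310930 to 314087), was 12.4-fold higher in Canton-S, at 8.29 ± 0.33 against 4.66 ± 0.42 (SD, n = 3; adjusted p = 0.0506 from limma). One probe set of CG32369 was 3.21-fold higher in Canton-S, and the brighter one 1.53-fold at an unadjusted p of 0.08. The cytochrome P450 gene Cyp4p2 was 3.50-fold higher in Canton-S, at 6.68 ± 0.26 against 4.88 ± 0.22 (SD, n = 3).
For RFeSP, the Rieske iron–sulfur protein of complex III (chromosome 2L, 1612429 to 1614160), one probe set was 62.6-fold higher in Canton-S, at 9.37 ± 0.72 against 3.40 ± 0.60 (SD, n = 3; adjusted p = 0.0502 from limma). The second probe set of this gene was brighter in both strains, at 11.01 ± 0.49 in Canton-S and 10.95 ± 0.18 in D18 (SD, n = 3), and differed 1.04-fold (adjusted p = 1.0 from limma). The paper also measured RFeSP by qRT-PCR, and by its account only ELOVL differed between qRT-PCR and arrays. All 5 genes passed the thresholds of the paper in at least 1 probe set. These probe sets did so in each of the 6 fits that left out 1 array. The study chose these genes on the same samples, so their shared direction is not independent evidence.

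**Figure D3:**
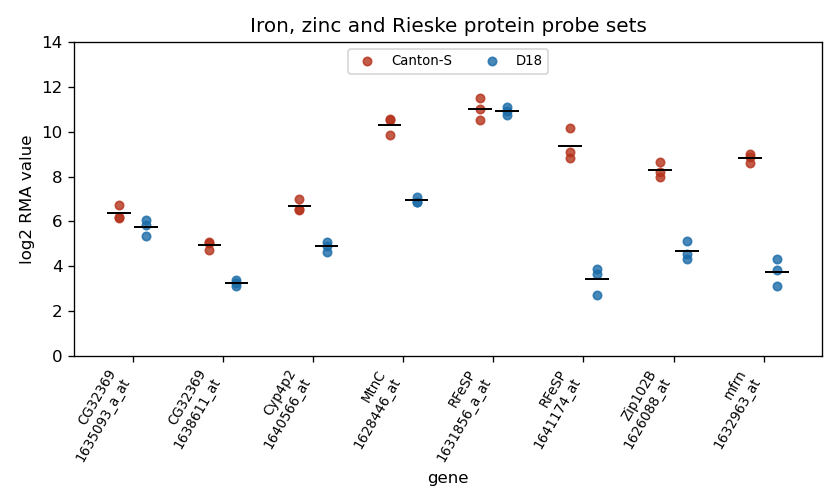
Log2 RMA values of the probe sets of CG32369, Cyp4p2, MtnC, RFeSP, Zip102B and mfrn. Each point is 1 array (3 per strain) and black lines are strain means; the strains overlap in the brighter RFeSP probe set and lie apart in the other.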

Iron plays a vital role in many metabolic processes and the synthesis of heme, and Fe‐S clusters are coordinately regulated by iron availability (Muckenthaler, Galy, & Hentze, 2008). These results provide possible molecular interconnections between products of five downregulated D18 genes (Figure 5), where possible decreased amount of cytochrome b‐c1 complex subunit Rieske Iron–Sulfur Protein (RFeSP) (mitochondrial location) causes the consistent decreasing of the iron–zinc transporters number. Besides decrease in the number of RFeSP, which is a part of the mitochondrial respiratory chain complex III that is a point of electron leak during electron transport (Jastroch, Divakaruni, Mookerjee, Treberg, & Brand, 2010), causes an decrease of ROS (reactive oxygen species) that in turn reduce dj‐1beta gene expression, that involved in the protection against ROS (Lavara‐Culebras & Paricio, 2007). 

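The nuclear genes of oxidative phosphorylation did not differ as a group between Canton-S and D18. Of 61 measured genes, each by its brightest probe set, none passed the thresholds of the paper, and 29 stood higher in Canton-S and the others higher in D18. The median and mean log2 difference were -0.01 (adjusted p = 0.55 from the set test camera of limma). Among the 9 measured genes of respiratory complex III, to which RFeSP belongs, none passed by its brightest probe set, with a median of 0.02, a mean of -0.01 and an adjusted p = 0.67 from camera in limma. When any probe set of a gene could count, 1 gene passed in each list, which was RFeSP. After the arrays were shifted to a common median the list medians were -0.17 and -0.15, against -0.22 for all probe sets, and without Canton-S replicate 3 and D18 replicate 2 they were 0.13 and 0.09.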

A decrease of RFeSP amount probably may reflect a general decrease in level of mitochondrial respiratory chain activity. Quite possible that some of these traits may be the result of cooperation work between mitochondrial and nuclear genes (Mossman, Ge, Navarro, & Rand, 2019).

**FIGURE 5:**
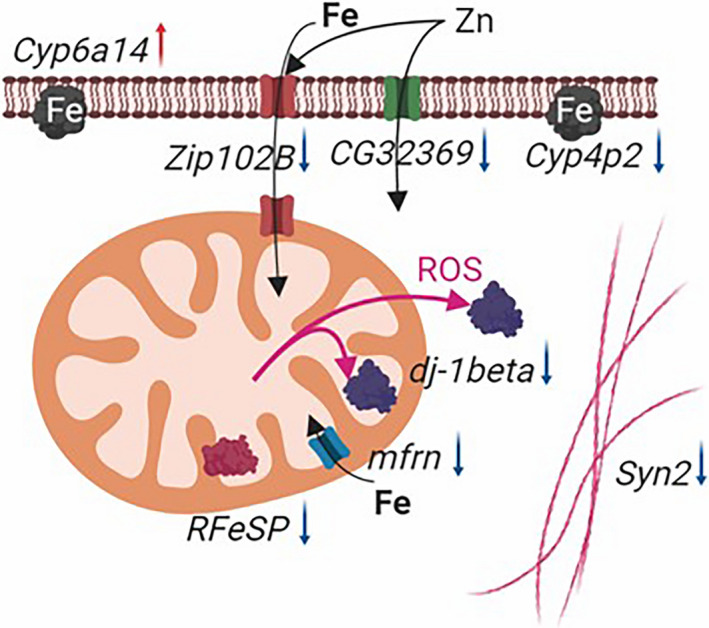
Putative pattern of molecular interconnections between products of up‐ and downregulated (red and blue arrows) D18 genes. ROS—reactive oxygen species

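Syn2, which encodes a syntrophin, was higher in Canton-S on the arrays. The gene lies on chromosome 2R of the Release 6 assembly from 16552258 to 16558486, and its probe set had log2 values of 6.52 ± 0.32 in Canton-S and 2.42 ± 0.34 in D18 (SD, n = 3). This is a 17.2-fold difference (log2 fold change 4.10, standard error 0.29, adjusted p = 0.0403 from limma). The D18 arrays lay between 2.04 and 2.71, near the lowest values of the arrays. The call at an adjusted p under 0.05 from limma was lost with the replicate block and when any 1 array was left out, while the probe set passed the thresholds of the paper with the block and in all 6 of the other fits.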

Interestingly that D18 strain had less active *Syn2* gene that takes part in a normal formation of actin‐rich structure, required for eye development (Nagai, Hashimoto, Tanaka, et al., 2010), locomotion, and regulation of synaptic morphology (Nagai, Hashimoto, & Yamaguchi, 2010). It is possible that it is the result of a reduced level of mitochondrial respiratory chain work the effectiveness of which is not enough to maintain the *Syn2*‐dependent processes in D18 at the Canton‐S level (Figure 5). It can be assumed that the lower result of D18 flies compared with Canton‐S flies in climbing test may be due to decreased expression level of *syn2* too. Obtained data suggested that different wild type laboratory strains can significantly differ one from another in important traits, and this fact needs to be considered in comparative experiments.

Other differentially expressed genes encoding iron‐containing proteins belong to cytochrome P450 superfamily: *Cyp4p2, Cyp6d4, Cyp28a5, Cyp4ac1, and Cyp9b2* upregulated in Canton‐S and *Cyp6a14, Cyp12d1‐d, Cyp12d1‐p, and Cyp12c1* upregulated in D18. 

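Of 81 measured cytochromes P450, 5 passed the thresholds of the paper toward Canton-S and 2 toward D18. Cyp28a5 was the widest of those higher in Canton-S, 7.78-fold at 8.69 ± 0.42 against 5.73 ± 1.03 (SD, n = 3), followed by Cyp4p2, Cyp9b2 at 2.94-fold, Cyp4ac1 at 2.88-fold and Cyp6d4 at 2.59-fold. Without Canton-S replicate 3 and D18 replicate 2, an alternative added after the data were seen, Cyp28a5 was 11.8-fold higher in Canton-S. This is a log2 difference of 3.56, while between those 2 arrays it was 1.76. Cyp28a5, Cyp9b2 and Cyp4ac1 did not pass with the replicate block. Cyp12c1 was 4.17-fold higher in D18, at 7.33 ± 0.43 against 5.27 ± 0.26 (SD, n = 3). As a family, 61 of the 81 stood higher in Canton-S with a median log2 difference of 0.33, or 0.16 with the arrays shifted to a common median (adjusted p = 2.1e-05 from the set test camera of limma, adjusted p = 0.38 with an estimated correlation). None reached an adjusted p under 0.05 from limma over all probe sets. Adjusted over the list alone, 3 were higher in Canton-S and 2 in D18. The list holds the P450 genes that the study selected on these samples, which are not independent evidence.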

Perhaps some of these proteins may carry out the same functions in studied strains. It should be pointed out that variations in expression of genes from P450 superfamily also were often observed between field *D. melanogaster* populations (Zhao et al., 2015) and lines (Green, Battlay, Fournier‐Level, Good, & Robin, 2019).

There is, it should be noted, an important difference between expression levels of genes involved in response to DDT and other insecticides. Insecticide resistance can be justified by several factors. Most of the studied populations showed resistance to DDT justified by increased oxidative metabolism associated with the activity of cytochrome p450 monooxygenase. This, in turn, is associated with increased activity of genes of the P450 family, in particular, *Cyp6g1, Cyp6a2,* and *Cyp12d1* located on the right arm of chromosome 2. (Feyereisen, 1999, 2005). 

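Cyp12d1 and Cyp6a14 were higher in D18, and Cyp6g1 and Cyp6a2 did not pass the thresholds of the paper. The probe set shared by the duplicated genes Cyp12d1-d and Cyp12d1-p was 7.16-fold higher in D18, with log2 values of 8.09 ± 1.21 against 5.25 ± 0.80 in Canton-S (SD, n = 3). The probe set that names Cyp12d1-d alone (chromosome 2R of the Release 6 assembly, 11123658 to 11125647) was 2.74-fold higher in D18, at 4.45 ± 0.56 against 2.99 ± 0.42 (SD, n = 3). Its unadjusted p of 0.01 did not fall under the threshold of the paper, and no probe set names Cyp12d1-p alone. The shared probe set passed the thresholds in none of the 6 fits that left out 1 array and not with the replicate block, and was 4.41-fold higher in D18 without D18 replicate 2. Cyp6a14 was 2.9-fold higher in D18, at 6.66 ± 0.33 against 5.13 ± 0.17 (SD, n = 3), and passed the thresholds in each of the 6 fits that left out 1 array. Cyp6g1 was bright in both strains, at 10.68 ± 0.92 in Canton-S and 10.16 ± 1.15 in D18 (SD, n = 3), a 1.43-fold difference. Cyp6a2 had 9.07 ± 0.89 and 8.79 ± 1.59 (SD, n = 3), a 1.21-fold difference. For Cyp6g1 and Cyp6a2 the spread between arrays of one strain was wider than the difference between the strains, so a change of less than the spread was not detectable. Without Canton-S replicate 3 and D18 replicate 2, an alternative added after the data were seen, they were 1.94-fold and 1.62-fold higher in Canton-S and the shared Cyp12d1 probe set 4.17-fold higher in D18, and for Cyp6g1 and Cyp6a2 between those 2 arrays the log2 difference was -0.38 and -0.56. The adjusted p from limma was 0.67 for the shared Cyp12d1 probe set and 0.313 for Cyp6a14.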

Canton‐S had been established before insecticides began to be widely used in agriculture and demonstrated decreased expression levels for *Cyp12d1‐p, Cyp12d1‐d, and Cyp6a14* genes, which can be considered as baseline levels of expression of these genes in the absence of selection pressure associated with the insecticides usage. D18 isolated in the 60s of the 20th century when about 20 thousand tons of DDT were used per year in USSR (Fedorov, 1999). Apparently, an increased expression of *Cyp12d1‐p, Cyp12d1‐d, and Cyp6a14* genes reflects the adaptive processes generated by D18 strain in response to the insecticides usage.

Cold acclimation is an important part of latitude adaptation, according to previously obtained data, and cold acclimation should affect a number of important biological processes including regulation of metabolic balance (Williams et al., 2014), refolding, or stabilizing proteins (Colinet & Hoffmann, 2012) and maintenance of ion and water homeostasis (Macmillan, Andersen, Loeschcke, & Overgaard, 2015). MacMillan et al. revealed that cold acclimation is associated with changes in Na^+^, water, and K^+^ balance (Macmillan et al., 2015) and we found several differentially expressed genes involved in such processes (Nha2—upregulated in D18 flies, CG42235, CG13793, and CG33296—upregulated in Canton‐S flies). Moreover, we observed a number of genes representing biological processes previously identified as candidates for latitude adaptation, for example, coding odorant‐binding protein (Obp56a—upregulated in Canton‐S flies) (Cicconardi et al., 2017), cuticle formation proteins (Cpr65Au—upregulated in Canton‐S flies, Cpr23B—upregulated in D18 flies) (Juneja, Quinn, & Jiggins, 2016), and genes involved in lipid, fatty acid, and steroid metabolism (CG15829, CG31810, and CG31809 upregulated in Canton‐S flies, CG42668 and CG2781 upregulated in D18 flies) (Williams et al., 2014).

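The genes of ion transport named by the paper were all higher in Canton-S on the arrays. Nha2, a sodium/proton antiporter gene, had log2 values of 7.53 ± 0.49 in Canton-S and 6.15 ± 0.31 in D18 (SD, n = 3), a 2.60-fold difference toward Canton-S. CG42235 (kumpel) has 5 probe sets, of which 3 passed the thresholds of the paper at 2.60-fold, 2.12-fold and 2.62-fold, and the others were 2.04-fold and 1.48-fold higher in Canton-S. With CG13793 and CG33296, all 4 genes passed in at least 1 probe set. Nha2 passed in 1 of the 6 fits that left out 1 array, and its adjusted p was 0.618 from limma. Nha2 and CG42235 did not pass with the replicate block. Adjusted over the list alone all 4 passed, which is not independent evidence because the study chose them on these samples.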

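An odorant-binding protein gene, cuticle protein genes and genes of lipid metabolism differed in opposite directions between the strains. Obp56a was 8.94-fold higher in Canton-S, with log2 values of 9.91 ± 0.50 against 6.75 ± 1.00 (SD, n = 3), and was the only one of 47 measured odorant-binding protein genes past the thresholds of the paper. Cpr65Au was 3.39-fold higher in Canton-S, at 10.36 ± 0.44 against 8.60 ± 0.30 (SD, n = 3). Cpr23B was 2.19-fold higher in D18, at a low level of 3.77 ± 0.19 against 2.64 ± 0.14 (SD, n = 3). The acyl-CoA-binding protein gene CG15829 (Acbp6) was 3.53-fold higher in Canton-S. The adjacent genes CG31810 and CG31809 (chromosome 2L of the Release 6 assembly, 16849018 to 16852368 and 16853620 to 16858714) were 3.32-fold and 8.76-fold higher in Canton-S, and a probe set shared by both was 4.04-fold higher. The D18 mean of CG31809, 2.15, is near the lowest values of the arrays, so its fold depends on the lower bound of the signal. For CG42668 (Orp8, an oxysterol-binding protein) the brighter probe set was 3.96-fold higher in D18, at 8.61 ± 0.34 against 6.62 ± 0.17 (SD, n = 3), while a dim one differed 1.04-fold. Of the genes named here and CG2781, CG2781 alone was at an adjusted p under 0.05 from limma, and Obp56a, Cpr65Au, Cpr23B and CG15829 did not pass the thresholds with the replicate block. Of 22 genes of lipid synthesis and storage, fixed as a list before the data were examined, none passed the thresholds (median log2 difference 0.26, adjusted p = 0.091 from the set test camera of limma). The median was 0.09 with the arrays shifted to a common median. With a block for Canton-S replicate 3 and D18 replicate 2, added after the data were seen, the adjusted p from camera was 0.043 toward Canton-S. It was 0.38 in camera with strain alone and an estimated correlation.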

Thus, it is obvious that different wild type laboratory lines differ in many important traits among which there is a number mirror adaptive process. Therefore, we tried to isolate genes whose expression depends on latitude and microarray analyses of Canton‐S and D18 strains originated from different latitude provided data for highlighting candidate genes that can be studied individually. 

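The candidate genes with array values, Hsp26, smp-30, Ser6, Cda9 and Syn2, were all higher in Canton-S. One probe set of smp-30 (chromosome 3R of the Release 6 assembly, 14745901 to 14751246) had log2 values of 11.22 ± 0.53 in Canton-S and 6.43 ± 1.24 in D18 (SD, n = 3), a 27.7-fold difference (adjusted p = 0.228 from limma). Its other probe set was dim, at 4.93 ± 0.31 and 4.52 ± 0.41 (SD, n = 3), and differed 1.32-fold. The chitin deacetylase gene Cda9 (chromosome 2R, 17128480 to 17130334) was 11.9-fold higher in Canton-S, at 7.28 ± 0.24 against 3.71 ± 0.38 (SD, n = 3; adjusted p = 0.0502 from limma). Ser6 was 19.2-fold higher in Canton-S, at 6.85 ± 1.21 against 2.59 ± 0.34 (SD, n = 3; adjusted p = 0.248 from limma), and as its D18 mean lies under the lower quartile of the arrays, this fold depends on the lower bound of the signal. The small heat shock protein gene Hsp26 was 19.0-fold higher in Canton-S, at 10.82 ± 1.16 against 6.57 ± 1.28 (SD, n = 3; adjusted p = 0.497 from limma).
The brighter probe set of smp-30 and those of Cda9, Ser6 and Syn2 passed the thresholds of the paper in each of the 6 fits that left out 1 array, and Hsp26 in 2 of them. The fold of smp-30 was 44.3 without D18 replicate 1, that of Ser6 30.3 without Canton-S replicate 3, and that of Hsp26 30.2 without Canton-S replicate 3, 30.0 without D18 replicate 2 and 12.4 without D18 replicate 3. Without Canton-S replicate 3 and D18 replicate 2, an alternative added after the data were seen, Hsp26 differed 47.7-fold and Ser6 29.4-fold. These are log2 differences of 5.58 and 4.88. Between those 2 arrays, 1 per strain, the log2 difference was only 1.58 for Hsp26 and 3.03 for Ser6. The paper reasons from the array comparison of strains of different latitude, and from what is known of these genes, to candidates for latitude adaptation that were then measured in further strains by qRT-PCR.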

Among six selected genes that can be involved in latitude adaptation, two genes (*Cda9* and *smp‐30*) in five studied wild type laboratory *D. melanogaster* lines with different geographical origin demonstrated latitude dependence of the levels on their expression.

Animal body size demonstrated adaptive latitude shift for many species—it smaller in low latitude environment (Bergmann's rule)—and *smp‐30* plays critical role in establishment of wing and body size through negative influences on cell proliferation and tissue size in *D. melanogaster* (Lee et al., 2011). According to the ModECODE data in adults, *smp‐30* exhibited high level of expression in digestive system, carcass, head, and male reproductive tissues and apparently it takes part in calcium homeostasis regulation and negatively affects on cell proliferation (Lee et al., 2011; Yamaguchi, Morooka, Misawa, Tsurusaki, & Nakajima, 2002). Lee et al. found a significant negative latitude cline of *smp‐30* expression in third instar larvae from wild type *D. melanogaster* strains collected across eastern Australia between 15 and 45°S. Consistently with this expectation, we conforming to the laws of nature detected a negative latitude‐dependent change in expression of *smp‐30* between five lines studied in our work and give a new evidence for the clinal pattern of *smp‐30* expression in latitudes higher than 40°N. As we showed, the clinal pattern of *smp‐30* expression persists in adults flies too and the data obtained for *smp‐30* on laboratory lines repeat the trend obtained on the wild populations.

The second gene demonstrated latitude cline expression during our study is *Cda9* coding chitin deacetylase that catalyzes N**‐**deacetylation of chitin to chitosan. Chitin deacetylases (CDAs) are very important for insect growth and development—the decreasing of CDAs level resulted in defective molting at all developmental stages and cuticular abnormalities in multiple insects (Wu et al., 2019). Deacetylated glucosamine residues of chitosane linked with different cuticle proteins to form specific chitin–protein matrices (Tsigos, Martinou, Kafetzopoulos, & Bouriotis, 2000). In *D. melanogaster,* this chitinous matrix formed with the participation of CDAs required for morphogenesis of highly branched tracheal network (Luschnig et al., 2006). Because of tracheal system functions as a respiratory organ in *D. melanogaster,* the increased *Cda9* expression in low‐latitude Canton‐S and Oregon strains may be related to the need to have more extensive tracheal system for thermoregulation and oxygen level control or may be for increased chitin flexibility.

Thus, it can be noted that in five laboratory lines during prolonged living in the laboratory conditions the expression levels of smp‐30 and Cda9 with high probability were not a result of random events (probability of occurrence of such an event 0.03), which implies the possibility of using expression profiles of laboratory lines to search for the genes involved in adaptation processes many years ago. The correlation between differential gene expression and latitude origin of studied *D. melanogaster* laboratory strains may indicate a strong fixation of adaptation patterns in the genome even in the absence of selection pressure.

## 5 CONCLUSIONS

Differences in quantitative and physiological traits between animal populations often reflect adaptive processes. *D. melanogaster* adapted to habitat in widest range of climatic zones makes it very interesting to study local adaptation especially in light of global warming. Numerous studies demonstrated clinal patterns of several traits related to temperature—in particular, body size (Huey, Gilchrist, Carlson, Berrigan, & Serra, 2000) and heat and cold resistance (Hoffmann, Anderson, & Hallas, 2002). Some of studies were carried on using *D. melanogaster* field populations and some on laboratory wild type strains. The questions about effects of long‐term laboratory maintenance on insects and the validity of using laboratory strains in ecology, physiology, and evolution experiments discussed in detail in the work Maclean et al. (Maclean et al., 2018) including analysis of all previous data concerning this topic from various researchers. In sum, in many important traits laboratory lines are representative of their wild founders.

In this work, we moved to the molecular level and showed that laboratory wild type *D. melanogaster* strains with different geographical origin demonstrated difference in the patterns of gene expression even after decades of living in the same laboratory environment. This difference may affect crucial biological pathways, in particular, mitochondrial electron transport, locomotion and resistance to insecticide, which is extremely important to consider when planning experiments with *D. melanogaster* lines. Some of these differentially expressed genes reflect the positive selection between *D. melanogaster* strains and show what traits are important for local adaptation. This is consistent with the data obtained by Maclean et al. evidenced that laboratory‐maintained and freshly collected *D. melanogaster* populations demonstrated generally similar correlations in main physiological and ecological traits (including stress‐tolerance, body size traits, and life history) and lack of change in fundamental characteristics during laboratory maintenance (Maclean et al., 2018). Among six genes with differences in expression level, we identified two genes that may be candidates for latitude adaptation in adult flies—*smp‐30* and *Cda9*. Highly likely, these genes should be taken into consideration when studying insect capabilities adapt to global warming. Obviously that observed alterations in gene expression between Canton‐S and D18 strains are based on different alleles of studied genes or different patterns of gene regulation, which requires further study.

## CONFLICTS OF INTEREST

The authors declare no conflict of interest.

## AUTHOR CONTRIBUTION

**Mikhail Zarubin:** Data curation (equal); Formal analysis (equal); Methodology (equal); Visualization (equal); Writing‐review & editing (equal). **Alena Yakhnenko:** Data curation (supporting); Visualization (equal); Writing‐review & editing (equal). **Elena Kravchenko:** Conceptualization (lead); Data curation (equal); Formal analysis (equal); Methodology (equal); Supervision (lead); Validation (lead); Visualization (supporting); Writing‐original draft (lead); Writing‐review & editing (supporting).

## Supporting information

Table S1

## Data Availability

Microarray data: NCBI GEO database, accession number GSE146725. Supplementary data: DRYAD https://doi.org/10.5061/dryad.zs7h44j5h

# Supplementary material for: Transcriptome analysis of Drosophila melanogaster laboratory strains of different geographical origin after long‐term laboratory maintenance
**Source:** Ecol Evol. 2020 Jun 8;10(14):7082–93. doi: 10.1002/ece3.6410
**Supplement:** Supplementary file 1 — Table S1

Table S1. List of primers used for qRT-PCR

Primer	Sequence
Zip102b-rt-Fw	GATGGAGTTGCATTGGGAGC
Zip102b-rt-rev	TAACGTGTCCTTCTGCTCCT
Cda9-rt-Fw	TAGCGCTACATTCGGTGACC
Cda9-rt-rev	CGAAGTTTGGAGGAACGGCA
Dj-1beta-rt-Fw	CTCGCGGGATGTGCAGAT
Dj-1beta-rt-rev	CACAGATGGCGGCGATGA
SmydA-9-rt-Fw	GCAGATGATGAAGTCGCAGG
SmydA-9-rt-rev	TGGGTAATGTCACGGCTGTA
Spartin-rt-Fw	ACACCTTCGGCATTCCAGTA
Spartin-rt-rev	TCTCTGCTCGACTTTCCTCC
Dh31-R-rt-Fw	ACACTACTTCCTCCTGTCCA
Dh31-R-rt-rev	GCCATTTGACCAGCCTCTTC
Sbb-rt-Fw	TATCTGCTGATGTTGCTGTTG
Sbb-rt-rev	AGTATTGCTGTGCCGAGAAG
ELOVL-rt-Fw	GTTTCGTCCTGGTTATGGTGC
ELOVL-rt-rev	CATCGCGTTTCACATAGGCA
GAPDH-rt-Fw	CAAGTTGTGGCGTGATGGAC
GAPDH-rt-rev	ATCATAGGACGCACCCTTGC
RFESP-Fw	ATGATGAACGCCGTGTCGCGTG
RFESP-rev	TGACGGCCACGCCGCTCGCCTTC
mfrn-rt-Fw	CCGAGGACTACGGATGAGGA
mfrn-rt-rev	CGCTCGTAGGGACTCTTCAC
Mucin-rt-Fw	ATGATTGCACAAAGCACAGGTATC
Mucin-rt-rev	ATTCTTCATCTCTACCGCCTTAC
ser6-rt-Fw	ATTCTGTCCGCGAGCATTCA
ser6-rt-rev	ACACTGCTGCCTGGTTATCG
syn2-rt-Fw	ACCCGACTCGGACAACGAT
syn2-rt-rev	GGCAACCACGTCGGTCCA
smp-30-rt-Fw	ATCGACACCAACAACCACGA
smp-30-rt-rev	ATTGCCATCGGTGTCTACGG
Cht8-rt-Fw	ATGTGGAGCGTATCTGGTT
Cht8-rt-rev	ATGCTGCCATCAGGATTAC
42397-rt-Fw	CCTCCAGTCCTGTGTGCTGATG
42397-rt-rev	GATATGTCCAGACGGCCTCTA
32024-rt-Fw	CTGAGAGCAATGTAGCCTGCG
32024-rt-rev	CATGTATACACGGTACCTGTAG
Hsp26-rt-Fw	ATGTCGCTATCTACTCTGCT

Hsp26-rt-rev	CCAGTCCAAGCTCGTAGATG
rpl32-rt-Fw	GTTCGATCCGTAACCGATGTTG
rpl32-rt-rev	CCAGTCGGATCGATATGCTAAG
ras64B	(Erokhin et al., 2013)

Erokhin, M., Davydova, A., Parshikov, A., Studitsky, V.M., Georgiev, P., Chetverina, D. Transcription through enhancers suppresses their activity in *Drosophila*. 2013. Epigenetics Chromatin. 6, 31. doi: 10.1186/1756-8935-6-31.

How the deposited data were processed for this re-analysis (not part of the article)

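Gene expression of whole adult flies of the strains Canton-S and D18 was measured on GeneChip Drosophila Genome 2.0 arrays, 3 per strain, from 15 flies each, kept at 25 °C, with 250 ng of RNA per array with the RNA of both strains extracted at the same time in each repeat and 1 week between the repeats. The replicate number was taken to mark the repeat. Deviations from the strain means correlated between the strains at 0.777 for number 1, -0.93 for number 2 and -0.861 for number 3, values in which the 2 arrays that stand apart weigh most, so that they do not show whether a week left an effect. The deposited values are log2 values that the authors made from the scans with the RMA algorithm at default parameters, with background correction, normalization and summary per probe set. They were used as deposited, and each array holds 18952 probe sets. For arrays, their number limits the precision.
Probe sets were assigned to genes by the annotation of the array with current symbols: of those tested, 13647 name 1 gene, 402 name several and 4720 name none. The Release 6 assembly was used for names, positions and the order of genes. Canton-S was compared with D18 in limma 3.58.1 (R 4.3.3) with lmFit and eBayes and strain as the only factor. The methods of the paper name the thresholds and the software for the arrays, and a t test is named in the legend of the figure that sets arrays beside qRT-PCR, without saying to which of them it applies. Adjusted p are Benjamini-Hochberg values over 18769 probe sets unless a list is named. Tables and plots were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.
The genes named were chosen by a rule written before the data were examined: every gene and transposon that the paper names for these arrays, up to 10 with the widest fold change in each direction among probe sets at an adjusted p under 0.05, up to 4 called members of each list, and up to 2 members of each list whose set test passed. The values in the text, tables and figures of the paper had been seen by then. ZnT41F, Gr98a and the genes given under other observations were named after their values were seen.
Lists of genes were also written before the data were examined, from gene families and from tissue and pathway markers: cytochrome P450, glutathione S-transferase, UDP-glycosyltransferase, digestive serine protease, carbohydrate digestion, antimicrobial peptide, immune recognition, heat shock protein, Turandot, nuclear genes of oxidative phosphorylation, respiratory complex III, iron and zinc handling, chitin metabolism, cuticle protein, odorant-binding protein, chemoreceptor, neuron, muscle, photoreceptor, yolk and eggshell, ovary, male accessory gland, testis, Y-linked, ribosomal protein, circadian, lipid synthesis and storage, and organic anion and ABC transport. A list had to have at least 5 measured members for the set tests camera and fry. No measured member was found for a list of the mitochondrial genome. Lists that the study chose on these samples were counted and not tested as sets.
The alternatives were a replicate block, quantile normalization, arrays shifted to a common median, a filter on the 40% of probe sets with the lowest mean, an intensity trend in the variance, a linear model without moderation, array weights, probe sets that match 1 transcript, each array and each replicate number left out in turn, other thresholds, and other set tests. After the data were examined, a block for the 2 arrays that stand apart, a fit without those arrays, and fold changes from Tukey biweight averages (tuning constant 5), with and without the control probe sets, were added. Neighbouring called genes were compared with 10000 random redistributions.
The comparison was tested on simulated data in which 100 probe sets were changed by a log2 of 1.5 and, in the same data, 100 others by a log2 of 3. The data were drawn from the fit with the block for the 2 arrays, with its difference between the kinds of array and its residual spread. The gain of that block in this test was therefore built in. The counts are means of 2 runs. With strain alone, 1 of the first 100 and 43.5 of the others were found at an adjusted p under 0.05. At the thresholds of the paper these were 57 and 83.5, where 14.5 unchanged probe sets also passed. With the block for the 2 arrays, 62.5 and 90 were found at an adjusted p under 0.05, with 6 unchanged probe sets, and 89 and 98.5 at the thresholds of the paper, with 54.5 unchanged.
Functional enrichment, qRT-PCR, climbing, the critical thermal minimum and mitochondrial sequences were not analysed here. One gene that the paper names is not reported here.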

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

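Except for the test of RNA ends and the tests of neighbouring genes as reported, without shared probe sets and with adjusted p calls, the tests weighed here were chosen after the results were seen.
Canton-S replicate 3 and D18 replicate 2 lie far from the other 4 arrays in marker genes that the paper does not discuss, by at least 7.81 on the log2 scale in the median of the male accessory gland list and by at least 7.33 in the opposite direction in that of yolk and eggshell. A candidate explanation is that each array holds RNA of flies of a single sex, and the testis and ovary lists, not used to set the arrays apart, differ by at least 7.45 and by -5.65. Pools with another share of males are argued against, since the accessory gland genes of the other 4 arrays reach a median of 0.32% of the level of those 2 arrays where 1 fly of 15 would give 6.7%. Exchanged strain labels are argued against by 88.9% of 514 probe sets that differ between those 2 arrays in the direction of their labels, and degraded RNA by the accessory gland and testis medians, higher by at least 7.45 in both arrays where a loss of transcripts would lower them, while the ends of control transcripts, with a difference of 1.2 in the mean, 0.94 on Canton-S replicate 3, within 0.73 to 1.27 of the others, and 1.46 on D18 replicate 2, above them, do not decide on their own. The median of the Y-linked list was higher in those 2 arrays by at least 2.47. The methods of the paper give flies of both sexes, which these values argue against for each array. The sex of the flies is read here from marker genes alone.
Genes outside those the paper discusses are among the widest differences between the strains: fok with a log2 fold change of 6.63, CG33109 with -5.97 and CG13738 with -4.37. No explanation of these 3 differences was tested.
Genes past the thresholds lie next to each other in 14 pairs, 11 of them with the same direction, against a mean of 3.67 and a maximum of 12 in random redistributions (one-sided permutation test, p = 0.0001, the smallest that the redistributions can give). Chance placement is argued against by that count of 14, though with fewer genes called the count was 3 with the replicate block (random mean 0.57, permutation p = 0.019), 4 with arrays shifted to a common median (random mean 0.93, permutation p = 0.014) and 3 without replicate number 3 (random mean 0.82, permutation p = 0.047), the highest p of the fits at these thresholds. At an adjusted p under 0.05 from limma, with 6 genes called, there were 0 pairs (one-sided permutation p = 1.0) and 789 probe sets were at an unadjusted p under 0.05. Probe sets that match several transcripts are argued against as well, since 14 pairs remain without them, against a random mean of 3.54. Of the 209 genes past the thresholds 182 were higher in Canton-S and 27 in D18, so most pairs would share a direction wherever they lie. The 11 pairs with the same direction therefore add no support. The redistributions treat genes as independent, while pairs such as Phae1 and Phae2 or CG6830 and CG6834 hold genes of one family. The count therefore argues only against independent placement of the calls. Variants shared by adjacent genes in one strain, or a difference in the share of tissues between the samples, may be a source. Neither was tested.
Of 24 genes with several probe sets and a probe set past the thresholds, 1 passed with all of them and 23 with some. A probe set too dim to show a change is argued against as the whole explanation, since in 47.8% of the 23 genes (11) every probe set not past the thresholds was dimmer than the called one. In 6 genes (CG40485, RFeSP, RN-tre, TBPH, sbb and zormin) a probe set at least as bright as the called one differed by less than 1.5-fold, and a strain variant under one probe set and a difference in transcript forms cannot be told apart in these 6, because the probe sequences were not used here. RFeSP and sbb are among the genes the paper names. It measured both by qRT-PCR with primers of its own, and by its account only ELOVL differed between qRT-PCR and arrays. Where those primers lie against the probe sets was not examined.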

How the results depend on the processing

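The block and the fits for the 2 arrays that stand apart, the biweight fold changes and the other splits were chosen after the results were seen, and the other alternatives were planned.
As reported, 239 probe sets (203 higher in Canton-S, 36 in D18) and 209 genes (182 and 27) passed the thresholds of the paper, 7 probe sets (3 and 4) had an adjusted p under 0.05, there were 14 neighbouring pairs and 11 lists passed the set test. Of 84 probe sets of named genes past the thresholds 0 reversed their direction under any alternative. Of the 31 others, 9 did under at least 1. In all 239 probe sets past the thresholds no array of one strain overlapped those of the other. Fits that leave out arrays therefore could not reverse them, and the 0 adds no support there. Where a value below differs from these, the cause was not tested unless the alternative tests fewer arrays or probe sets.
The replicate numbers were taken to mark the repeats, whose RNA was extracted at the same time for both strains, although the paper does not say that the numbers of the arrays are those repeats. Canton-S replicate 3 and D18 replicate 2 carry different numbers, so the block pairs each of them with an array of the other kind. It cannot take up the difference between the kinds of array. With the replicate block 92 probe sets (71 and 21) and 82 genes (66 and 16) passed, in 3 neighbouring pairs, and 0 (0 and 0) had an adjusted p under 0.05 in limma, with 373 at an unadjusted p under 0.05.
With quantile normalization 2 probe sets had an adjusted p under 0.05 (0 higher in Canton-S, with 673 at an unadjusted p under 0.05 in limma in both directions, and 2 in D18), and 7 lists passed. With arrays shifted to a common median 121 probe sets (88 higher in Canton-S) and 106 genes (83) passed, in 4 neighbouring pairs, and 1 had an adjusted p under 0.05 (0 higher in Canton-S, with 370 at an unadjusted p under 0.05 in limma in both directions, and 1 in D18).
With the filter on dim probe sets 11 had an adjusted p under 0.05 (6 higher in Canton-S), with 7 neighbouring pairs. With the variance trend 2 (1 and 1) had an adjusted p under 0.05, with 7 pairs. Without moderation 157 probe sets (133 higher in Canton-S) and 136 genes (117) passed, in 7 pairs, and 3 (1 and 2) had an adjusted p under 0.05. With array weights, whose estimation did not fully converge, 981 probe sets (802 and 179) and 853 genes (707 and 147) passed, with 125 pairs of neighbouring called genes, and 1652 (1174 and 478) had an adjusted p under 0.05; the number of genes whose probe sets were all called alike was 21.
With the marker split block 447 probe sets (366 and 81) and 389 genes (330 and 59) passed, in 35 pairs, and 95 (75 and 20) had an adjusted p under 0.05. Without the 2 arrays 514 probe sets (418 and 96) and 449 genes (370 and 80) passed, in 36 pairs, 58 (38 and 20) had an adjusted p under 0.05, and 18 lists passed.
At an adjusted p under 0.05 and over 2-fold 7 probe sets (3 and 4) passed, and the number of probe sets past the study thresholds over 3-fold was 120 (92 higher in Canton-S). With adjusted p calls there were 0 neighbouring pairs. With an estimated correlation, with fry, and with the marker split block and an estimated correlation, 0 lists passed.
When each array or each replicate number was left out, 67 to 297 probe sets passed (45 to 243 higher in Canton-S, 22 to 54 in D18) in 56 to 260 genes (41 to 220 and 15 to 41), with 3 to 18 neighbouring pairs and 8 to 19 lists. The lowest count of probe sets was without replicate number 1 and the highest without D18 replicate 2. In each of these fits 0 probe sets had an adjusted p under 0.05 in limma, with 260 to 1373 at an unadjusted p under 0.05. For expression shared by most genes, the share of probe sets under 2-fold ran from 73.99% without replicate number 2 to 95.98% without number 1, was 82.35% without number 3, 86.48% without Canton-S replicate 3 and 82.56% without D18 replicate 2. Where a strain is left with 2 arrays, limma pools the spread of both strains.
Of 115 probe sets of named genes, 41 lost the thresholds with the replicate block, 32 with arrays shifted to a common median, 17 with quantile normalization, 27 without moderation, 19 with the variance trend, 11 with the filter on dim probe sets, 8 with array weights and 8 without the 2 arrays. Without 1 array 21 to 31 lost them, and without 1 replicate number 35 to 54. With the marker split block and with biweight fold changes 0 lost them in limma, and 4 and 3 gained them. The marker split block leaves the fold changes as they were, and the biweight setting keeps the p of the fit with strain alone. These 0 therefore add little support.
Arrays of 3 against 3 make 10 splits, too few for a share under 0.05. The strains gave 239 probe sets past the thresholds and the highest other split 619, and 2 splits gave at least as many, while the strains gave 7 at an adjusted p under 0.05 and the highest other split 0, with 5404 at an unadjusted p under 0.05 in limma, so that 1 split gave as many. The split with 619, which sets Canton-S replicate 1, Canton-S replicate 3 and D18 replicate 2 against the rest, points to a structure of the samples. With the replicate numbers taken as pairs, the 4 splits that part all 3 pairs gave 239 (the strains), 92, 619 and 2 probe sets past the thresholds, and the other 6 gave 56, 5, 3, 0, 71 and 29.
Signals near the lowest values of the arrays limit what a dim probe set can show.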

Differences from the paper's values

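All settings named here as added were chosen after the values were seen.
For R2Dm the paper gives a fold change of 1,574 and the value here is 20.1, and for tirant the paper gives 1,385 and the value here is 15.2, both higher in D18, with the Canton-S signal of tirant near the lower quartile of the arrays. None of the alternatives set before the data were examined comes within 1.5-fold of either. The biweight fold changes, added after seeing the values and with 2 of the paper's 82 called items with a probe set of their own not past the thresholds, are 15.74 and 13.85, which have the digits of the paper's values with the decimal point at another place. For 1731 and springer the same averages give 33.93 and 8.73, equal to the paper's values.
For CG42397 the paper shows a fold change of about 3.7 higher in D18 in Fig. 1, read by eye, and the value here for D18 over Canton-S is 0.284. For Cht8 it shows about 2.9 higher in D18 in Fig. 1, read by eye, and the value here is 0.329. Both were higher in Canton-S under all alternatives set before the data were examined, none of which comes within 1.5-fold of the figure. By the paper's account only ELOVL differed between qRT-PCR and arrays, so its qRT-PCR also places both genes opposite to the values here. Its enrichment, run on raised and lowered genes apart, lists Cht8 in a process with Cda9, which it gives as higher in Canton-S. With the biweight averages, added after seeing the values, the fold changes toward Canton-S are 3.679 and 2.918.
The paper places Nha2 among genes raised in D18, and here it was 2.6-fold higher in Canton-S. Of the 82 items that the paper names as different and that have a probe set of their own, 77 passed its thresholds here. CG14857, CG17475, CG6125, Cyp12d1-d and Jon74E did not. Of these, Cyp12d1-d passed with quantile normalization, with arrays shifted to a common median, with the variance trend, without D18 replicate 3 and with the added marker split block. CG17475 passed with array weights, without Canton-S replicate 3 or D18 replicate 2, without the 2 arrays and with the biweight averages. CG6125 passed with array weights, without Canton-S replicate 2, D18 replicate 2 or replicate number 2, without the 2 arrays and with the biweight averages. Jon74E passed without D18 replicate 3 and with the biweight averages. CG14857 passed with array weights, without D18 replicate 2, without the 2 arrays and with the biweight averages when the control probe sets are kept. That last setting, chosen after seeing the values, gives 223 probe sets, 188 higher in Canton-S and 35 in D18. These equal the counts that the paper gives for genes. Counted here as genes with a probe set of their own, the setting gives 194 (169 and 25). It drops 1 of the 82 items (Cyp12d1-d).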

Other observations

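The list of ecdysteroid kinase-like genes and the genes called with the marker split block were chosen after the results were seen.
Of 43 ecdysteroid kinase-like genes 9 were past the thresholds of the paper toward Canton-S and 1 toward D18, with a median log2 difference of 0.68. CG13659 was 9.89-fold and CG9259 6.4-fold higher in Canton-S. CG11893 was 21.6-fold higher in D18, 14.3-fold without D18 replicate 2 and 12.0-fold without the 2 arrays, and its Canton-S mean of 2.23 lies under the lower quartile of the arrays, so its fold depends on the lower bound of the signal. Its neighbour CG13658 was 2.36-fold higher in Canton-S. With the replicate block, CG10514, CG13658, CG6830, CG6834 and CG7135 of these 10 did not pass the thresholds.
With the marker split block, CG33120 at 8.44-fold, CG11050 at 6.45-fold and Rab3-GEF at 7.55-fold higher in Canton-S and CG3819 at 9.09-fold higher in D18 reached an adjusted p under 0.05 in limma, and none of the 4 did with strain alone.
Other lists gave these results in camera with the preset correlation. The Turandot genes (5, median -0.39) stood higher in D18 with an adjusted p = 0.033, and an adjusted p = 0.6 with an estimated correlation. Among them TotB and TotE had strain means of 2.13 to 3.42, near the lower quartile of the arrays, so their difference depends on the lower bound of the signal. The adjusted p was 0.27 for glutathione S-transferases (34), whose median of 0.15 became -0.01 with arrays shifted to a common median, 0.73 for antimicrobial peptides (18), 0.11 for heat shock proteins (6), 0.77 for odorant-binding proteins (47), 0.92 for neuron (16) and 0.091 for photoreceptor genes (9). For chitin metabolism (30) it was 0.35, with a median of -0.06, a mean of 0.19 and a test toward Canton-S. The chitin median was -0.22 with arrays shifted to a common median, and turned to 0.41 without the 2 arrays that stand apart. For muscle genes (17) the adjusted p was 0.55, with a median of 0.25, a mean of -0.02 and a test toward Canton-S. It was 0.13 for yolk and eggshell (19, median -0.8), 0.35 for ovary (15), 0.99 for male accessory gland (28), 0.47 for testis (28) and 0.47 for Y-linked genes (8). With the marker split block the adjusted p from camera was 6.8e-06 for yolk and eggshell and 0.033 for ovary, both toward D18. It was 0.035 for photoreceptor genes and 0.043 for lipid synthesis and storage, both toward Canton-S, and 0.056 for the Turandot genes. With that block and an estimated correlation 0 lists passed. Heat shock proteins were at an adjusted p of 0.033 in camera with the replicate block, toward Canton-S.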
